# Global transcript and phenotypic analysis of yeast cells expressing Ssa1, Ssa2, Ssa3 or Ssa4 as sole source of cytosolic Hsp70-Ssa chaperone activity

**DOI:** 10.1186/1471-2164-15-194

**Published:** 2014-03-14

**Authors:** Naushaba Hasin, Sarah A Cusack, Shahin S Ali, David A Fitzpatrick, Gary W Jones

**Keywords:** *Saccharomyces cerevisiae*, Prion, Heat shock, Stress, Hsp70, Ssa1, Ssa2, Ssa3, Ssa4, Chaperone, Gene expression

## Abstract

**Background:**

Cytosolic Hsp70 is a ubiquitous molecular chaperone that is involved in responding to a variety of cellular stresses. A major function of Hsp70 is to prevent the aggregation of denatured proteins by binding to exposed hydrophobic regions and preventing the accumulation of amorphous aggregates. To gain further insight into the functional redundancy and specialisation of the highly homologous yeast Hsp70-Ssa family we expressed each of the individual Ssa proteins as the sole source of Hsp70 in the cell and assessed phenotypic differences in prion propagation and stress resistance. Additionally we also analysed the global gene expression patterns in yeast strains expressing individual Ssa proteins, using microarray and RT-qPCR analysis.

**Results:**

We confirm and extend previous studies demonstrating that cells expressing different Hsp70-Ssa isoforms vary in their ability to propagate the yeast [*PSI*^*+*^] prion, with Ssa3 being the most proficient. Of the four Ssa family members the heat inducible isoforms are more proficient in acquiring thermotolerance and we show a greater requirement than was previously thought, for cellular processes in addition to the traditional Hsp104 protein disaggregase machinery, in acquiring such thermotolerance. Cells expressing different Hsp70-Ssa isoforms also display differences in phenotypic response to exposure to cell wall damaging and oxidative stress agents, again with the heat inducible isoforms providing better protection than constitutive isoforms. We assessed global transcriptome profiles for cells expressing individual Hsp70-Ssa isoforms as the sole source of cytosolic Hsp70, and identified a significant difference in cellular gene expression between these strains. Differences in gene expression profiles provide a rationale for some phenotypic differences we observed in this study. We also demonstrate a high degree of correlation between microarray data and RT-qPCR analysis for a selection of genes.

**Conclusions:**

The Hsp70-Ssa family provide both redundant and variant-specific functions within the yeast cell. Yeast cells expressing individual members of the Hsp70-Ssa family as the sole source of Ssa protein display differences in global gene expression profiles. These changes in global gene expression may contribute significantly to the phenotypic differences observed between the Hsp70-Ssa family members.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-194) contains supplementary material, which is available to authorized users.

## Background

A major class of heat shock proteins (Hsps) belong to the ubiquitous Hsp70 family, a diverse collection of 70 kDa chaperones that exist in various cellular compartments. Hsp70s perform essential housekeeping functions in protein folding, protein synthesis, translocation across membranes, protein degradation, assembly and disassembly of macromolecular complexes or aggregates, gene induction and apoptosis [1–4]. They are also involved in quality control process such as protein refolding after stress and control the activity of regulatory proteins in signal transduction pathways [5]. All of these cellular activities of Hsp70 depend upon its ability to interact with hydrophobic stretches of proteins in an ATP-dependent manner preventing non-productive interactions that would lead to aggregation and to promote protein refolding [6]. Hsp70 constitutes one of the most highly conserved and well-studied Hsps across species ranging from archaebacteria to plants and humans with the prokaryotic Hsp70 protein DnaK sharing approximately 50% amino acid similarity with eukaryotic Hsp70 proteins [7–10]. Various inter species expression studies of Hsp70 showed its conserved functional properties across distant species [11–15].

It had been suggested for a long time that the Hsp70 isoforms are functionally redundant and differ only by their spatio-temporal expression pattern. However, this was challenged by several findings in *Saccharomyces cerevisiae* (yeast) and higher eukaryotes demonstrating some functional specificity among Hsp70 isoforms [16, 17]. In yeast, the *hsp70* gene family comprises of fourteen genes, whose protein products share a sequence similarity of approximately 50-96%. Of these, nine are cytosolic and five are compartmental specific. The major cytosolic Hsp70 family in yeast is the Hsp70-Ssa (**S**tress **S**eventy sub-family **A**), which consists of four members of Ssa (Ssa1-4). These four isoforms are functionally redundant to some degree as expression of at least one family member is essential for growth [18]. Though other cytosolic Hsp70 sub-families cannot substitute for the survival function of Ssa sub-families, the four Ssa proteins can compensate for each other [19, 20]. Constitutively expressed Ssa1 and Ssa2 are 97% identical to each other and under optimal conditions Ssa2 is approximately fourfold more abundant than Ssa1 and depletion of Ssa2 induces expression of Ssa1, maintaining overall Hsp70 abundance. The heat-inducible Ssa3 and Ssa4 are 87% identical to each other and share an identity of 80% with Ssa1/2 [21]. The heat inducible isoforms are expressed under non-optimal growth conditions and help protect cells from the adverse effects of stress [22]. A major functional distinction between Ssa1 and Ssa2 exists in their effects on yeast prion propagation. The yeast [*PSI*^+^] and [*URE3*] prions are infectious forms of the Sup35 (involved in translation termination) and Ure2 (involved in regulating usage of poor nitrogen sources) proteins respectively [23]. Chaperones of various families, including Hsp70s, have been shown to play an integral part in modulating prion propagation [24, 25]. Overexpression of Ssa1 but not Ssa2, can cure [*URE3*] while depleting Ssa1 weakens [*PSI*^*+*^] but not [*URE3*] [26, 27]. The functional difference in Ssa1 or 2 in terms of prion propagation were found to be due to a single amino acid difference in the ATPase of these highly homologous proteins [28]. Hsp70 has also been implicated in biofilm production in yeast, which is another good example of functionally specificity among the Hsp70 isoforms [29]. Deletion of *ssa1* had a more adverse effect on biofilm formation in yeast compared to *ssa2* deletion. Additionally, Ssa3 and Ssa4 deletion enhanced the defects brought about by Ssa1/Ssa2 deletion suggesting cooperation between constitutive and inducible isoforms of Hsp70 [29]. Recently it was shown that Ssa1 (and probably other Ssa proteins) act as signal transducers mediating growth control through G1 cyclin abundance and activity, a process dependent on Ssa phosphorylation status at a highly conserved threonine residue in the ATPase domain [30]. Given the importance of the Hsp70 family in essential cellular functions and also that Hsp70 is a potential therapeutic target for a variety of human diseases, it is important to understand Hsp70s essential and non-essential roles within the cell and to characterize the functional difference between members of this chaperone family.

Here we make use of the genetically tractable yeast system. Using the plasmid shuffle technique we constructed yeast strains expressing either Ssa1, 2, 3 or 4 as the sole source of Hsp70-Ssa protein in the cell. To provide new insights into functional conservation and redundancy in the Hsp70-Ssa family, we carried out a comparative phenotypic analysis of these strains coupled with a global transcriptome analysis.

## Methods

### Strains, Plasmids and Genetic methods

The yeast strain used in this study was G402 (*MAT*a *ade2-1 SUQ5 kar1-1 his3 leu2 lys2 trp1 ura3 ssa1*::*KanMX*, *ssa2*::*HIS3*, *ssa3*::*TRP1*, *ssa4*::*URA3*-1f/pRDW10 [31]. All media used were as previously described by Loovers et al. [32]. Cultures were grown at 30°C unless indicated otherwise.

Plasmid pRDW10 contained in G402 strain [33] is a *URA3*-based, low-copy number centromeric plasmid with Ssa1, Ssa2, Ssa3 or Ssa4 as the sole source of Ssa in the cell under control of the *SSA2* promoter. The *SSA2* promoter was chosen as it is the only truly constitutive *SSA* promoter and allows comparative assessment of *SSA* gene and protein function without complicating factors such as heat shock induction. The *LEU2*-based plasmids pC210 (= pC210-Ssa1), pDCM62 (= pC210-Ssa2), pA3 (= pC210-Ssa3) and pA4 (= pC210-Ssa4) were described by Sharma *et al.* and Schwimmer and Masison [22, 26]. Plasmid pDCM90 is a *URA3*-based low-copy plasmid containing a gene for expression of a thermolabile bacterial luciferase LuxAB [34] on a *Cla*I-*Sma*I fragment. The pRS series of plasmids have been previously described by Sikorski et al. [35].

Monitoring of [*PSI*^*+*^] was carried out as described by Jones et al. [31]. Briefly, the presence of [*PSI*^*+*^] and the weak suppressor tRNA *SUQ5* in the strains were monitored as producing white colonies on media containing limiting amounts of adeneine, this is due to partial suppression and translation read through of the aberrant stop codon in the *ade2.1* allele [36, 37]. Nonsuppressed *ade2-1* mutants are adenine auxotrophs and are red when grown on adenine limiting media.

### Construction of G402 expressing only one Hsp70-Ssa family member

The plasmid shuffle technique was employed as essentially described by Loovers et al. [32] with minor modifications. The G402 strain contains the plasmid pRDW10, which contains a *URA3* marker and is the sole source of Ssa in the strain. G402 was transformed with a *LEU2* plasmid expressing either *SSA1*, 2, 3 or 4. Transformation plates were replica plated onto selective medium containing 5-fluoroorotic acid (5-FOA), a chemical that selects against *URA3* cells and hence against the presence of the pRDW10 plasmid. After 3 days at 30°C incubation, colonies were purified on medium lacking leucine and confirmed as uracil auxotrophs.

### Acquired thermotolerance Assay

Acquired thermotolerance assays were performed as described by Jung et al. [38] with minor modifications. Briefly, exponentially growing cultures were aliquoted and transferred to ice before exposing them to a temperature of 39°C for 1 hour to induce Hsp104. Subsequently, 1 ml volumes of cell aliquots were maintained in a 47°C shaking incubator and transferred to ice at the indicated time points. Serial dilution of the aliquots was carried out and the cells were spotted onto appropriate agar plates and incubated for 3 days at 30°C and growth were monitored over the period of time. The viability at time zero was set to 100%.

### Luciferase Assay

Luciferase refolding was assayed as essentially described by Parsell et al. [34]. Overnight cultures were diluted to an OD_600nm_ = 0.2 into the same selective medium and incubated at 37°C shaking for 30 minutes to induce expression of heat shock proteins. Subsquently, cellular luciferase activity of each strain was measured immediately using a FB 12 Luminometer (Berthold Detection Systems) following addition of 10 μl decanal, and the cells were transferred to 45°C with shaking for 1 hour. Cyclohexamide was added at a concentration of 10 μg/ml after 50 minutes at 45°C to prevent *de novo* synthesis of luciferase during the recovery period. Cultures were then further incubated at 45°C for 10 minutes. Cultures were shifted to 25°C for the recovery of cells from heat shock. Thereafter, luciferase refolding activity was measured as described above at 15 minute time intervals (for 1-hour) to check for luciferase recovery.

### Guanidine Curing

Routine curing of [*PSI*^+^] strains was done by streaking the yeast strains on YPD plates containing 3 mM Gdn-HCl and incubating the plates at 30°C for 3 days as essentially described by Jung et al. [33]. Cells were re-streaked onto YPD and red colonies were isolated. Both [*PSI*^+^] and [*psi*^-^] versions of the strains were maintained at 4°C and the stock was stored at -70°C.

### Western analysis

Western analysis was performed as described by Moran et al. [39]. Hsp70 monoclonal antibody was purchased from Cambridge Biosciences (Cambridge, UK) (SPA 822) and Hsp104 polyclonal antibody was a gift from John Glover (University of Toronto). Antibodies specific for Ssa1/2 and Ssa3/4 were a gift from Elizabeth Craig (University of Wisconsin, USA).

### RNA extraction

Total RNA was extracted from 5-ml cultures of the [*psi*^*-*^] yeast strains expressing either Ssa1, Ssa2, Ssa3 or Ssa4 grown overnight at 30°C. RNA was extracted using the Qiagen RNAesy kit as per manufacturer’s recommendation. For each strain, three replicates were used and each experiment was conducted twice. RNA was DNased-treated using TURBO DNA-free kit (Ambion, USA), according to the manufacturers recommendations. RNA concentrations were measured using a NanoDrop 1000 Spectrophotometer.

### Microarray analysis

For microarray analysis, equal amount of RNA from all three replicates from two separate experiments were pooled together and sent to Toray Industries, Japan. 3D-Gene^TM^ Yeast Oligo chip *S.cerevisiae* 6 k was used for the microarray analysis. The microarray analysis was done according to the manufacturer’s instructions. In brief, aRNA (amino allyl-labeled RNA) was synthesized from 1 μg total RNA with Amino Allyl MessageAmp^TM^ II aRNA Amplification kit (#1753: Ambion). 10 μg of aRNA was labelled with Cy5 Mono-ReactiveDyePack (PA25001:GE Health Care Bioscience) and 1 μg of labelled aRNA was hybridized at 37°C (250 rpm) for 16 hours. The washed and dried DNA chip was scanned by ScanArray Lite (Perkin Elmer). The obtained microarray images were quantified using GenePix Pro6.0 and the spot intensity was calculated by taking the median intensity of the foreground signals. The background signal intensity is derived by taking the mean signal intensity of the blank spots that excludes the top and bottom 5% signal intensities. The detected spots were defined as those that had signal intensity above the 95% upper confidence interval of the background signal intensity. For detected spots, their signal intensities were determined after subtracting with the mean background signal. For data comparison, the background-subtracted signal intensity was normalized using global normalization in which the median from each microarray was used. Global normalize values were LOG-transformed to linearize the data and a heat map was created using TIGR MultiExperiment Viewer (MeV) [40]. All microarray data from this study are complaint with Minimum Information About a Microarray Experiment (MIAME) and is publicly available through the NCBI's Gene Expression Omnibus (GEO) database (http://www.ncbi.nlm.nih.gov/geo) under the series record GSE32433.

### Real time RT-PCR analysis

Real-time RT-PCR analysis was used to verify the microarray results. Reverse transcription (RT) of total RNA was conducted as described by Ali et al. [41]. RT products were diluted to 200 μl and 2.5 μl were PCR-amplified in a 25 μl volume reaction containing 12.5 μl Premix Ex Taq^TM^ (Perfect Real Time) (Takara, Japan) and 100 nM each of forward and reverse transcript-specific primers (See Additional file 1: Table S1). PCR reactions were conducted in a Stratagene M×3000^TM^ real-time PCR machine (Stratagene, USA) and the programme consisted of 1 cycle of 95°C for 10 seconds, 40 cycles of 95°C for 5 seconds, 60°C for 30 seconds (annealing and polymerization) and 1 further cycle of 95°C for 60 seconds prior to melting curve analysis. Data were analysed using Stratagene M×3000^TM^ software (Stratagene, USA). All the 24 RT samples along with their minus-RT product amplified for the *S. cerevisiae ACT1* (YFL039C) gene and average threshold cycle (CT) for RT samples was 19.23 ± 0.17 while CT value for the minus-RT samples were ≤37.29. The expression patterns of the *ACT1* gene was used to normalise the RT-PCR data and the real-time quantification of target and housekeeping transcript accumulation was performed in separate reactions. The CT values obtained by real-time PCR (RT-qPCR) were used to calculate the accumulation of target gene (relative mRNA accumulation), relative to *ACT1* transcript, by 2^^-∆∆Ct^ method, where ∆∆Ct = (Ct, Target gene - Ct, *ACT1*) [42]. For each strain, three replicate samples were used and each experiment was conducted twice. The relative mRNA accumulation were LOG-transformed to linearize the data and a heat map of was created using TIGR MultiExperiment Viewer (MeV) [40].

### Statistical analysis

Normal distributon of data set was determined using the Ryan Joiner test [43] within Minitab (Minitab release 13.32^©^, 2000 Minitab Inc.). Non-normally distributed data were transformed to fit a normal distribution using the Johnson transformation [44] within Minitab (Minitab release 13.32^©^, 2000 Minitab Inc.). The homogeneity of datasets across replicate experiments was confirmed by one-tailed correlation analysis conducted using mean data values (non-normal data: Spearman Rank; normal data: Pearson product moment) conducted within the Statistical Package for the Social Sciences (SPSS 11.0, SPSS Inc.) (*r* ≥ 0.610; *P <* 0.050) [45]. Therefore, datasets from the replicate experiments were pooled for the purposes of further statistical analysis. The significance of treatment effects was analysed using SPSS by either (i) normally distributed data - one-way ANOVA with Post Hoc pair wise Least Significance Difference (LSD) comparisons (*P* = 0.050), or (ii) non-normally-distributed data – the Kruskal-Wallis H test. Correlations between mean values from different normally distributed datasets were calculated using Pearson product moment analysis.

## Results

### Confirmation of individual Hsp70-Ssa expression and prion propagation phenotype in strain G402

To assess the functions of individual members of the Ssa family, each member was expressed as a sole source of Ssa in the G402 strain using the plasmid shuffle technique. To confirm the identity of the strains constructed we verified Ssa chaperone protein expression and Hsp104 expression levels using Western blotting (Additional file 2: Figure S1) and prion propagation phenotype (Figure 1). As reported previously by Sharma et al. [21] the members of the Ssa family individually supported the growth of G402 (Figure 1). The [*PSI*^*+*^] strain was well maintained in cells expressing Ssa1 and particularly Ssa3 as the sole source of Ssa, as seen by the pigmentation on YPD and growth on adenine lacking media (Figure 1). The prion phenotype was also maintained in cells expressing Ssa2 but not to the same extent as Ssa1 or 3, while cells expressing only Ssa4 were seen to impair the propagation of [*PSI*^*+*^] the most dramatically (Figure 1), these findings are in agreement with Sharma and Masison [22]. Following plasmid shuffle all constructed strains were confirmed as [*PSI*^+^] by mating analysis and curing with Gdn-HCl. All Ssa family members were well expressed from the Ssa2 promoter and no major changes are seen in the expression levels of Hsp104, except perhaps for a minor increase when Ssa3 is the sole Ssa expressed (Additional file 2: Figure S1). There are no major changes in Ssa or Hsp104 expression levels in [*PSI*^+^] or [*psi*^-^] variants of strains used in this study (Additional file 3: Figure S2). Using well-established plate assays the curability of [*PSI*^+^] appeared similar for cells expressing different Hsp70-Ssas to the prion-curing agents Gdn-HCl, 6-aminophenanthridine and guanabenz acetate [46–48].

**Figure 1:**
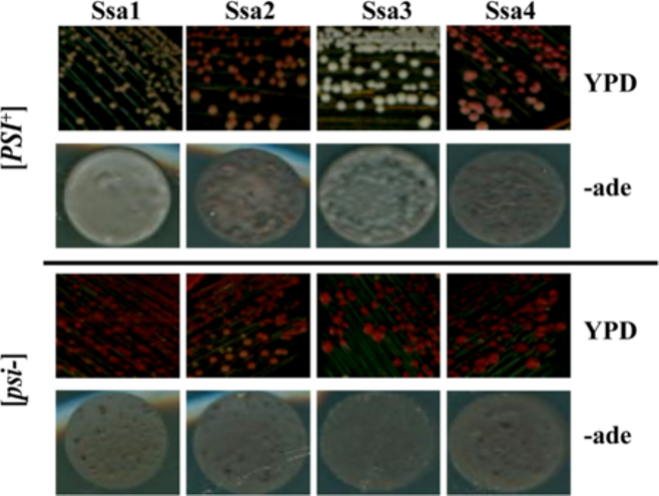
**Expression of individual members of the Ssa family in yeast and effects on [** ***PSI*** ^**+**^ **] phenotype.** Each member of the Ssa family was expressed as the sole source of Ssa in the yeast strain G402 by plasmid shuffle technique. Cells were streaked from 5-FOA onto YPD and following 3 days incubation at 30°C colonies were diluted in water and 20 μl spots were placed on -ade plates and incubated at 30°C for 3 days. Colour of the mutant strains ranged from white to pink, reflecting the varying degree of *ade 2–1* suppression due to the mutation. The extent of *ade 2–1* suppression is also reflected as density of growth on -ade plates. [psi-] variants were produced by curing [*PSI* ^+^] by streaking on 3 mM Gdn-HCl.

### Acquired thermotolerance activity of the Ssa family

The survival rate of yeast post-lethal heat shock can be greatly improved by pre-treating cells with mild non-lethal heat shock, which stimulates elevation of heat shock proteins, including Hsp70 but primarily Hsp104 [8, 49]. Previously it had been demonstrated that yeast cells expressing only Ssa3 or Ssa4 (inducible Ssas) were more heat tolerant than those expressing only Ssa1 or Ssa2 (constitutive Ssas). It was suggested that this could be due to more efficient cooperation between inducible Hsp70s with Hsp104 compared to constitutive Hsp70s [21]. To address this question we carried out an acquired thermotolerance assay where the induced levels of Hsp104 expression provide resistance to prolonged exposure at high temperature. To assess the possible influence of the prion on survival, we assessed both [*PSI*^+^] and [*psi*^-^] variants. Using this assay we find that both Ssa3 and Ssa4 show enhanced acquired thermotolerance compared to Ssa1 and Ssa2, and this difference is much more pronounced in [*psi*^-^] variants (Figure 2, left panels). We assessed the contribution of Hsp104 to the enhanced thermotolerance of the inducible Hsp70s by plating surviving cells on medium containing 3 mM Gdn-HCl (Figure 2, right panels). Gdn-HCl inhibits *in vivo* activity of Hsp104 [38, 50]. Acquired thermotolerance was reduced for all strains compared to YPD medium, but the impact of Hsp104 inhibition was much less reduced for cells expressing Ssa3 as the sole Hsp70-Ssa. This suggests that Ssa3 has a more significant role in Hsp104-independent acquired thermotolerance compared to other Ssa proteins or perhaps there are some other differences for Ssa3 in terms of global transcriptomic or proteomic responses to heat shock or stress compared to other Ssas.

**Figure 2:**
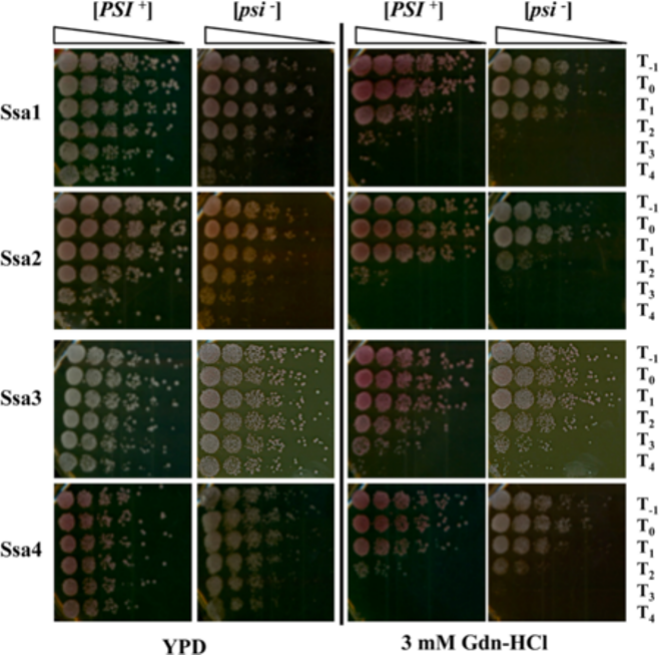
**Acquired thermotolerance assays for Ssa1-4.** Overnight culture was diluted in fresh YPD medium to an OD_600nm_ = 0.1 and then the cells were grown to exponential phase to a density of 3 × 10^6^ cells/ml. Cells were then re-suspended in fresh medium to a density of 5 × 10^6^ cells/ml. An aliquot (T_-1_) was then shifted to ice. The cultures were then incubated at 39°C for 1 hour to induce Hsp104 expression to protect against heat shock. Cells were then incubated at 47°C for 0, 10, 20, 30 and 40 minutes (T_0_-T_4_) and plated on YPD and 3 mM Gdn-HCl for comparative growth analysis. Representative spots shown in the figure are a neat concentration from a 1 in 5 serial dilution series. The plates were then incubated at 30°C for 3 days and were monitored for cellular thermotolerance. Cells without pre-treatment show virtually no growth at T_1_ (data not shown).

### *In vivo*protein refolding ability of individual Hsp70-Ssas

We next assessed whether the *in vivo* protein refolding activity of the individual Ssas reflected the results from the acquired thermotolerance plate assays. We used the *in vivo* reactivation of thermo-labile bacterial luciferase as a measure of protein refolding ability of Hsp70-Ssa chaperones (Figure 3). In contrast to the thermotolerance plate assays, Ssa1 expressing cells were the most efficient at reactivating denatured luciferase with Ssa3 eventually reaching comparable levels with Ssa1 during the time course of the experiment. Ssa2 and Ssa4 showed similar activity but both reactivating approximately 20% less luciferase than Ssa1 and Ssa3 at the 45-minute time point. We also observed that the [*PSI*^+^] variants of Ssa1 and Ssa3 were more efficient at luciferase reactivation compared to [*psi*^-^] variants (Figure 3). The reason for this difference is unknown, but is unlikely to be due to alterations in chaperone levels (Additional file 2: Figure S1). As with the acquired thermotolerance plate assay, the presence of Gdn-HCl in cultures prior to carrying out the assay causes a major reduction in luciferase refolding activity (due to inhibition of Hsp104, data not shown).

**Figure 3:**
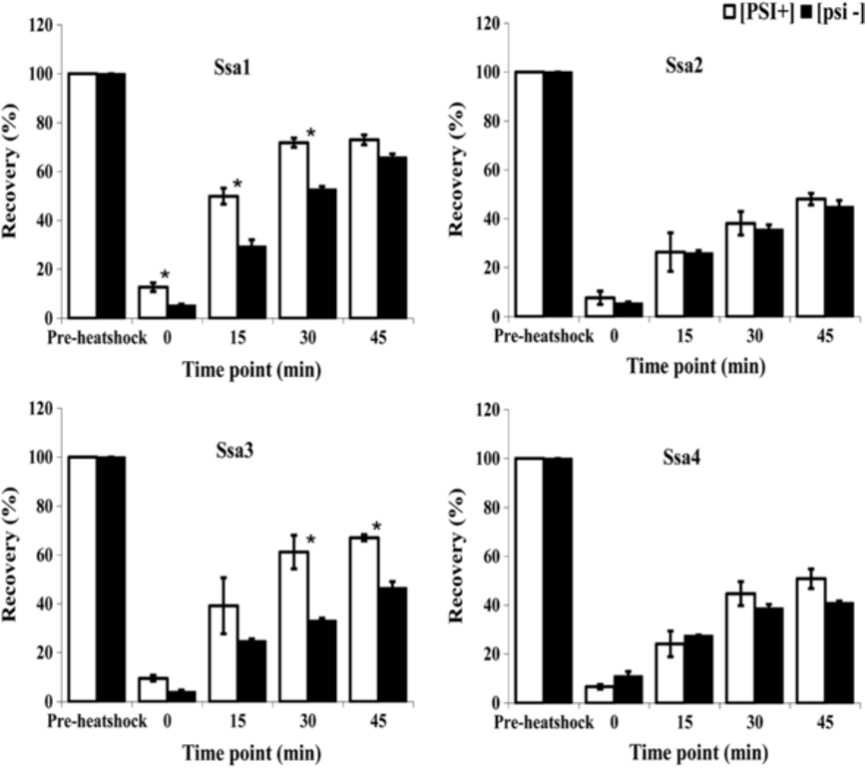
**Comparison of luciferase activity of [** ***PSI*** ^***+***^ **] and [** ***psi*** ^***-***^ **] versions of the Ssa family.** Overnight cultures were diluted in fresh SC medium lacking uracil to an OD_600nm_ = 0.1. The cultures were then shifted to 37°C for 30 minutes to induce the expression of Hsp104. After 30 minutes at 37°C, the cultures were shifted to 45°C for 1 hour. Cyclohexamide was added to the cultures after 50 minutes at 45°C to prevent any further synthesis of luciferase during the recovery period. Luciferase activity, expressed as a percentage of pre-heat shock activity, was measured at regular intervals during the recovery period of 45 minutes at 25°C. White [*PSI* ^+^], and black [*psi* ^-^]. (Bar indicates SEM. Value followed by * are significantly different at p ≤ 0.05).

### Differences in other stress phenotypes exhibited by the Ssa family

In addition to differences in heat shock phenotypes of cells expressing different Ssa family members, we also observed differences in responses to the cell wall damaging agent, sodium dodecyl sulfate (SDS) (Figure 4) and the oxidative stress inducer, hydrogen peroxide (H_2_O_2_) (Figure 5).

**Figure 4:**
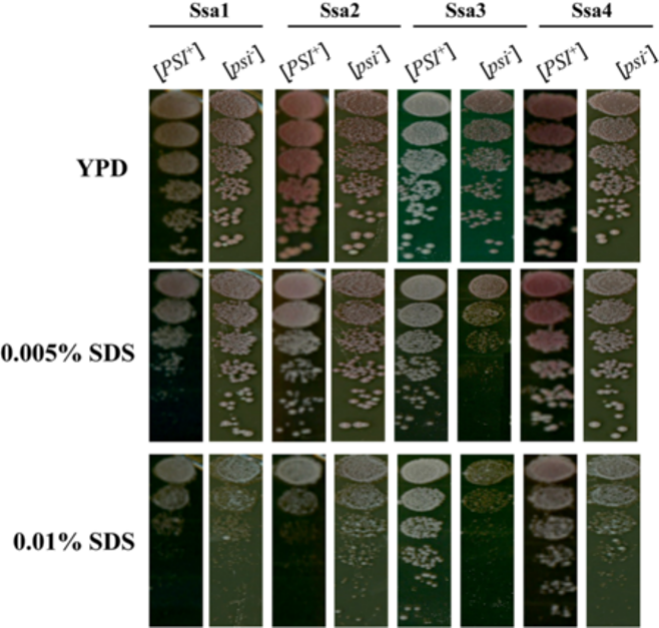
**Comparative growth analysis of the Ssa1-4 in response to SDS.** Overnight culture was diluted in fresh YPD medium to an OD_600nm_ = 0.1 and then the cells were grown to an exponential phase to a density of 3 × 10^6^ cells/ml. Cells were then re-suspended in fresh medium to a density of 5 × 10^6^ cells/ml and transferred to a microtitre plate. Representative spots shown in the figure are a neat concentration from a 1 in 5 serial dilution series. The plates were incubated for 3 days at 30°C.

**Figure 5:**
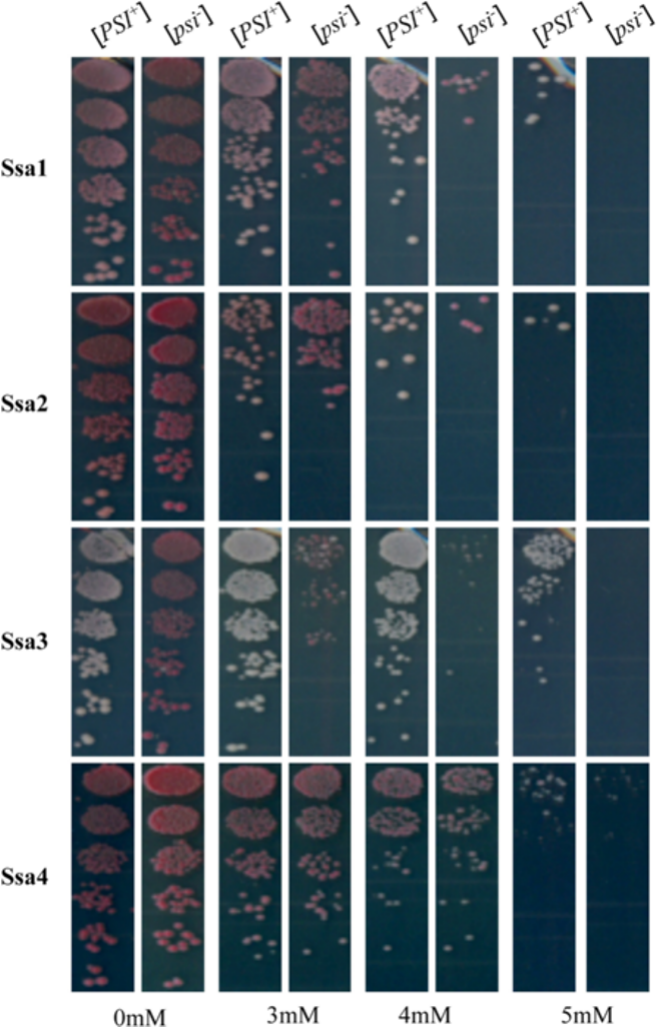
**Comparative growth analysis of Ssa1-4 in response to H**_**2**_ **O**_**2**_ **.** Overnight culture was diluted in fresh YPD medium to an OD_600nm_ = 0.1 and then the cells were grown to an exponential phase to a density of 3 × 10^6^ cells/ml. Cells were then re-suspended in fresh medium to a density of 5 × 10^6^ cells/ml and transferred to a microtitre plate. Representative spots shown in the figure are a neat concentration from a 1 in 5 serial dilution series. The plates were incubated for 3 days at 30°C.

Cells expressing Ssa4 exhibited greater resistance than other Ssas to SDS and the presence of [*PSI*^+^] also had an influence on SDS sensitivity for Ssa2 and Ssa3 expressing cells (Figure 4, bottom panels). Such an influence of [*PSI*^+^] has been observed previously for the closely related G600 strain [51], although in the case of G402 the reason for this effect is unknown.

Similarly, we also see that cells expressing ether Ssa3 and Ssa4 exhibit greater resistance to H_2_O_2_ compared to Ssa1 and Ssa2 (Figure 5). Additionally, a prion effect on sensitivity is also observed, however this effect is only seen for Ssa3 with the [*PSI*^+^] variant being more resistant than [*psi*^-^] at 3 mM H_2_O_2_ and higher. These results are reproducible but the reasoning behind this sensitivity profile is not known.

### Global transcription profile of yeast strains expressing individual Ssa’s

Although the Hsp70-Ssa family carry out non-redundant cellular functions, increasing evidence suggests an array of Ssa family-specific functions exist. One such reason for the complex stress phenotypes exhibited in strains expressing individual Hsp70-Ssas could be due to changes in gene expression within the cell. We therefore assessed the global genome expression patterns for [*psi*^-^] variants for cells expressing individual Hsp70-Ssa family members. We used cells expressing Ssa1 as the control comparison. To assess global gene expression we used the highly sensitive Yeast 3D-Gene Microarray platform (Toray Industries, Japan). 

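Each of the 4 strains was represented by 1 array of this platform, on which Cy5-labelled amplified RNA from a single strain was hybridized to spotted oligonucleotides. For each array the paper pooled equal amounts of RNA from 6 extractions of 5 ml cultures grown at 30°C, whereas the deposited description gives 8 extractions. The paper states overnight growth, whereas the deposited sample labels describe exponentially growing cultures. The authors took the median foreground intensity of each spot and kept the spots above the upper confidence limit of the background, which they estimated from the blank spots. They then subtracted the mean background and normalized each array by its median (global normalization). The deposited values are these normalized intensities on a linear scale for 5794 features, and a feature without a value is a spot that was not detected. The Ssa1, Ssa2, Ssa3 and Ssa4 arrays had values for 5786, 5783, 5780 and 5776 features, and the array medians were 201, 201, 200.4 and 201. The share of features with a value below 100 was 32.2% on the Ssa1 array, 33.2% on the Ssa2 array, 32.9% on the Ssa3 array and 34.1% on the Ssa4 array. The ratio of each strain to Ssa1 was calculated for every feature with a value on both arrays. There are no replicates, so the ratios have no standard deviation and no test, and the number of arrays limits their precision. Gene names were taken from the 956 rows of Table S2 used here, each of which matched exactly 1 feature in all 4 values to a relative tolerance of 1e-05, and 0 rows matched when the 4 columns were shifted by 1 place. These rows name 947 genes, or 16.3% of the features. They list 144 of the paper's 147 genes repressed in Ssa2, 295 of the paper's 298 induced in Ssa4 and 424 of the paper's 426 repressed in Ssa4.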

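Among the 5782, 5779 and 5776 features with a value on both arrays, 78 features had more than 2 times the Ssa1 intensity in the Ssa2 strain, 129 in the Ssa3 strain and 296 in the Ssa4 strain. Intensities below 0.5 times that of Ssa1 were found for 139 features in the Ssa2 strain, 112 in the Ssa3 strain and 410 in the Ssa4 strain. The share of repressed features was 4.97% among features below 100 on at least 1 of both arrays and 1.01% among features with at least 100 on both in the Ssa2 strain, 3.08% and 1.31% in the Ssa3 strain, and 13.7% and 3.28% in the Ssa4 strain. Repression itself can bring a feature below 100. The share of induced features was 1.97% and 1.01% in the Ssa2 strain, 2.69% and 1.98% in the Ssa3 strain, and 3.77% and 5.91% in the Ssa4 strain, where it was higher among the features with at least 100 on both arrays. A 3-fold threshold was the alternative that moved these counts most, to 24, 26 and 82 induced and 24, 16 and 104 repressed features in the Ssa2, Ssa3 and Ssa4 strains.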

We identified a total of 78, 134 and 298 genes induced (>2-fold induction) and 147, 120 and 426 genes repressed (>2-fold repression) when Ssa2, Ssa3 and Ssa4 were expressed respectively as a sole source of Ssa in the cells compared to Ssa1 (Figure 6 and Additional file 4: Table S2). The strain with Ssa4 generated the highest differential expression with 209 genes induced and 339 genes repressed. In contrast, strains expressing only Ssa2 or Ssa3 proteins showed a relatively smaller number of induced (16 and 47 respectively) and repressed (86 and 79 respectively) genes.

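In the deposited intensities 209 features were induced and 330 repressed in the Ssa4 strain and in neither of the other strains. Among features with an intensity of at least 100 on both arrays, the highest ratios of Ssa4 to Ssa1 were those of HSP31 (YDR533C), OYE3 (YPL171C) and ATG8 (YBL078C), at 14.1, 12.5 and 10.2. The features next to ATG8 on the spot grid implied by the feature names had a median log2 ratio of 0.74. The paper's RT-qPCR ratios in the Ssa4 strain are 2.13 for HSP31, 32.87 for OYE3 and 1.16 for ATG8. The lowest ratios were 0.0381 for ADH2 (YMR303C), whose RT-qPCR ratio in the paper is 0.02, 0.117 for ATO3 (YDR384C) and 0.122 for PUT4 (YOR348C). The intensity of ADH2 was 10062 on the Ssa1 array and 384 on the Ssa4 array. Over all features, the 2.5 and 97.5 percentiles of the ratio to Ssa1 were 0.369 and 2.45 for Ssa4, against 0.502 and 1.74 for Ssa2 and 0.519 and 1.96 for Ssa3.

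**Figure D1:**
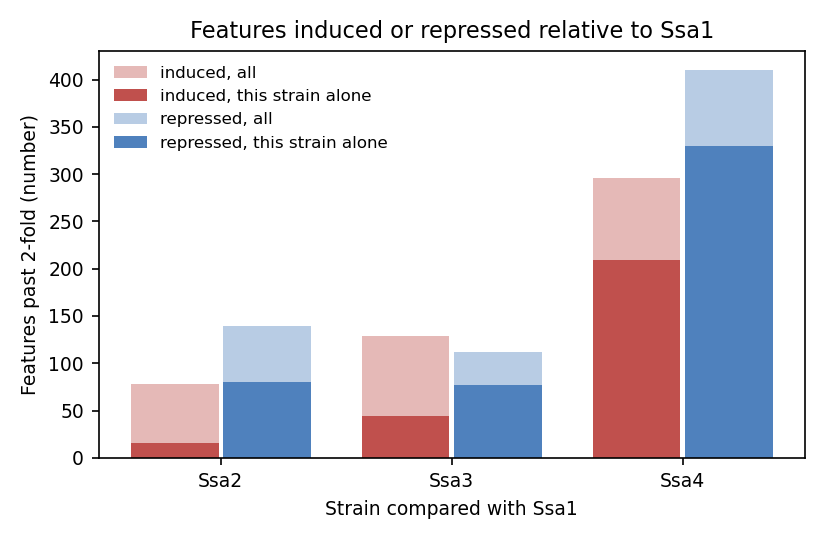
Number of features with more than 2 times (induced) or less than 0.5 times (repressed) the Ssa1 intensity, by strain. Pale bars start at 0 and give all such features and their dark part those past the threshold in that strain alone; the Ssa4 bars, at 296 and 410, are the tallest.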

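In the deposited intensities 16 features were induced and 80 repressed in the Ssa2 strain alone, and 44 were induced and 77 repressed in the Ssa3 strain alone. With the same limit of 100 on both arrays, the highest ratios of Ssa2 to Ssa1 were 6.69 for ATG8, 6.64 for HSP31 and 5.93 for VMA13 (YPR036W). The same genes had the highest ratios of Ssa3 to Ssa1, at 5.76, 5.55 and 8.02. The paper's RT-qPCR ratios in the Ssa2 and Ssa3 strains are 0.89 and 0.85 for ATG8, 1.48 and 1.73 for HSP31, and 0.78 and 0.67 for VMA13. The paper's own microarray ratios for VMA13 in Table S3 are 0.97 and 1.00 in these strains, unlike those from the deposited intensities. For VMA13 the neighbouring features on the implied grid had median log2 ratios of 0.70 in the Ssa2 strain and 0.82 in the Ssa3 strain. The lowest ratios of Ssa2 to Ssa1 were 0.2004 for YOL159C, 0.213 for ADH2 and 0.223 for ILV6 (YCL009C), and the neighbouring features had median log2 ratios of -0.79 for YOL159C and -2.15 for ILV6. In the Ssa3 strain OXA1 (YER154W) and UBP10 (YNL186W) were among the genes with the lowest ratios, at 0.199 and 0.284, with median log2 ratios of their neighbouring features of -1.06 and -0.81.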

**Figure 6:**
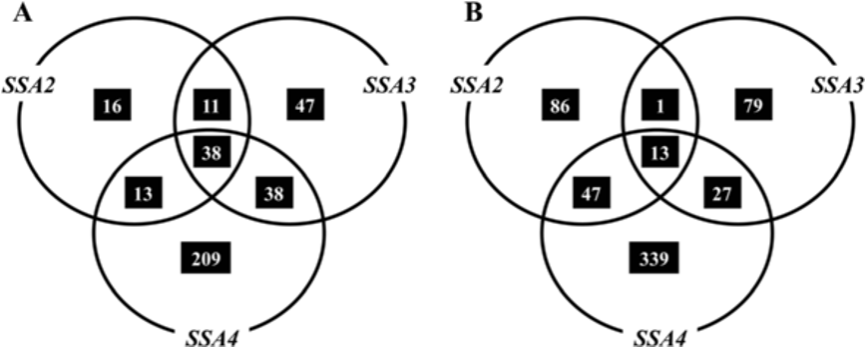
**Comparative transcriptome profiling of the Ssa family.** A Venn diagram representation of genes induced **(A)** or repressed **(B)** in different *∆ssa* strains. Analysis was performed relative to expression levels of G402 expressing *SSA1* as sole source of cytosolic Ssa protein.

An alternative way of assessing the strains expressing each individual Hsp70-Ssa family member is in terms of the gene deletions. 

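SSA2 (YLL024C) is named in the rows of Table S2 used here, and its intensity checks the label of the Ssa2 array. It was 2505 on the array of the Ssa2 strain and 9.01, 1.21 and 2.38 on the arrays of the Ssa1, Ssa3 and Ssa4 strains, where the lowest intensities of any feature were 0.859, 1.06 and 0.927. The other 3 strains lack SSA2, so their values are signal without a target and no fold change is given. SSA2 does not tell the other 3 arrays apart. SSA1, SSA3, SSA4, HSP104 and ACT1 were not analysed here.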

Effectively, cells expressing Ssa1 can be viewed as a *∆ssa2∆ssa3∆ssa4* deletion strain, cells expressing Ssa2 as a *∆ssa1∆ssa3∆ssa4* deletion strain, cells expressing Ssa3 as a *∆ssa1∆ssa2∆ssa4* and cells expressing Ssa4 as a *∆ssa1∆ssa2∆ssa3* deletion strain. By comparing and identifying the co-regulated genes shared amongst the Ssa1/2/3/4 classes we can infer the regulation patterns for single and double deletions of each Ssa family member from our data. The overlapping circles in the Venn diagram (Figure 6) shows the numbers of shared genes between each of the Ssa family members and the gene identities are shown in Additional file 4: Table S2. 

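In the deposited intensities 38 features were induced in all 3 strains, 11 in Ssa2 and Ssa3 only, 13 in Ssa2 and Ssa4 only, and 36 in Ssa3 and Ssa4 only. Repression was shared by all 3 strains for 10 features, by Ssa2 and Ssa3 only for 2, by Ssa2 and Ssa4 only for 47, and by Ssa3 and Ssa4 only for 23. All 3 comparisons use the same Ssa1 array, so a low or high intensity there moves the 3 ratios together. Arrays without any shared change were therefore simulated 200 times by shuffling the deviations of each array from the median of the 4 arrays among features of like intensity. They gave on average 37.3 features induced in all 3 strains (range 29 to 46) and 12.9 repressed in all 3 (range 8 to 21). The shuffled deviations of the Ssa1 array themselves hold the features that differ between that array and all others, so this simulation cannot separate a shared change from the Ssa1 array. It also gave fewer features in Ssa4 than observed, 193 induced and 290 repressed on average, so the features it gives as shared with Ssa4 are not compared with those observed. With each array in turn as the reference, 21 features were higher on all 3 other arrays for Ssa2, 32 for Ssa3 and 120 for Ssa4, and 6, 14 and 45 were lower on all 3 others.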

Microarray data for these experiments is publicly available through the NCBI's GEO database with accession number GSE32433.

RT-qPCR analysis was carried out to verify the microarray analysis. Twenty five genes were chosen based on their putative function and to represent a range of differential expression values among strains expressing Ssa1, Ssa2, Ssa3 or Ssa4 as the sole source of Ssa in the cells in a [*psi*^*-*^] background. The expression levels were normalised with a housekeeping gene *ACT1* and were LOG transformed. 

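The microarray ratios to Ssa1 of the 25 genes, calculated from the deposited intensities, were compared on the log2 scale with the RT-qPCR ratios that the paper gives in Table S3. Over the 75 pairs of values from the 3 strains, Pearson's r was 0.653 and Spearman's rho 0.645. These are correlations across genes, which are not independent replicates, and resampling the genes gave a standard error of 0.0810 for r. Each strain on its own gave an r of 0.456 for Ssa2, 0.523 for Ssa3 and 0.782 for Ssa4, and a rho of 0.465, 0.569 and 0.814. Without MRPL6 and HSP31, the 2 genes whose microarray ratio was farthest from the median, r was 0.636. Subtracting the median log2 ratio of the neighbouring features on the implied grid, an alternative chosen after the data were seen, gave an r of 0.737. The direction was the same by both methods in 54 of the 75 pairs, and in 53 with that median subtracted. Of the 47 microarray ratios past 2-fold, 23 were past 2-fold in the same direction by the paper's RT-qPCR values and 10 had the other direction.

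**Figure D2:**
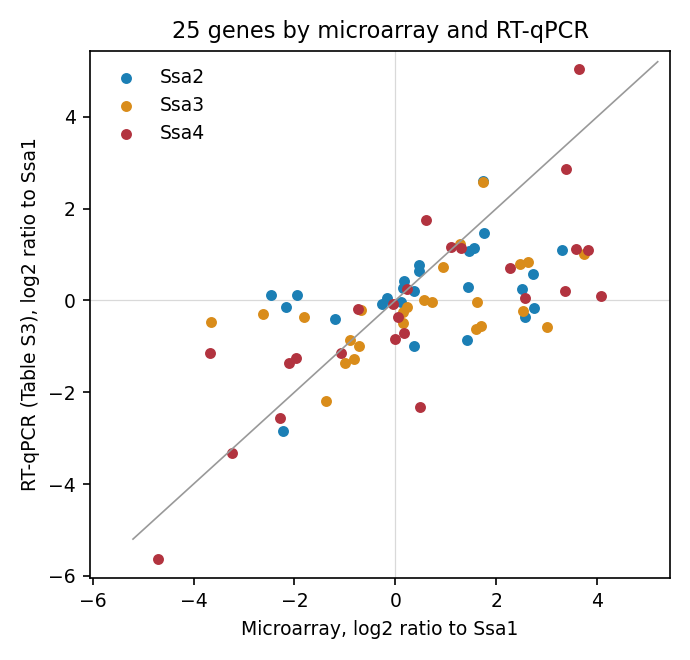
Log2 ratio to Ssa1 of 25 genes by microarray (deposited intensities) and by RT-qPCR (the paper's values in Table S3), with a point for each gene and strain. The grey line marks equal ratios by both methods, and 54 of the 75 points have the same direction by both.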

The comparative overview of the RT-qPCR and microarray results showed high degree of correlation and demonstrated the efficacy of both experiments (Figure 7 and Additional file 5: Table S3).

**Figure 7:**
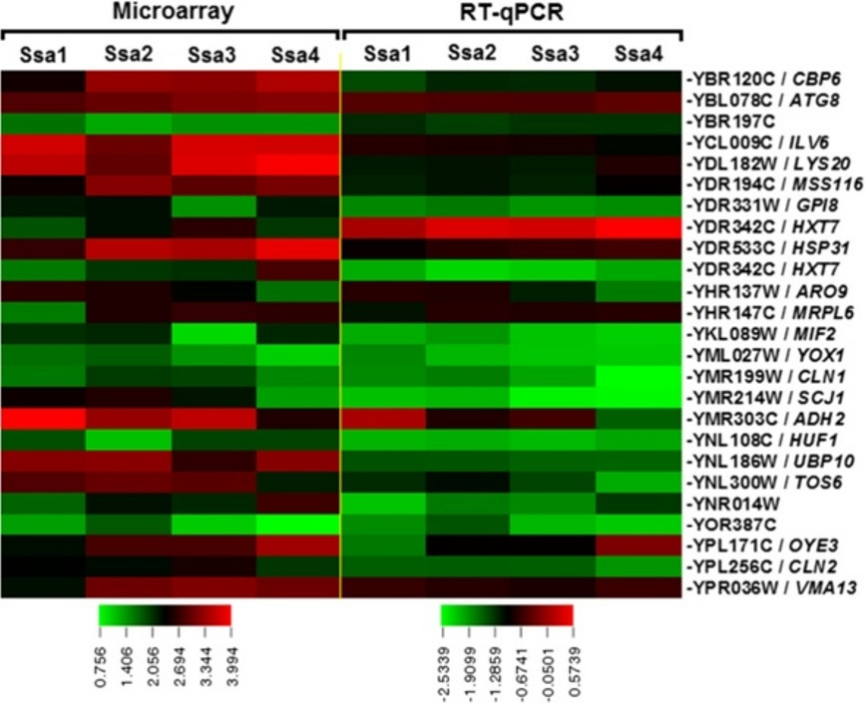
**Comparative overview of microarray and RT-qPCR analysis.** Twenty five genes were identified by microarray technique as being primed by yeast G402 strain carrying either Ssa1, 2, 3 or 4 as sole source of Ssa family protein. Both microarray and RT-qPCR analysis was conducted using total RNA extracted from 5-ml cultures of the [*psi* ^*-*^] yeast strains carrying Ssa1, 2, 3 or 4 grown overnight at 30°C. The 3D-Gene^TM^ Yeast Oligo chip *S.cerevisiae* 6 k used for the microarray analysis according to the manufacturer ’s instruction. Relative mRNA expression levels were quantified relative to that of the housekeeping gene *ACT1* (YFL039C) by 2^^-∆∆Ct^ method [43]. Bothe the global normalize value of microarray and the relative mRNA expression levels were LOG-transformed to linearize the data and the heat map of was created using TIGR MultiExperiment Viewer (MeV) [41]. Results are based on two experiments, each with three replicates.

## Discussion

Expressing each member of the cytosolic Ssa family of Hsp70 as the sole source of Ssa to study the effect on prion propagation reinforces that yeast prion propagation and maintenance are influenced to varying degrees by different members. [*PSI*^*+*^] is the infectious prion form of the Sup35 protein (eRF3) and [*PSI*^*+*^] phenotype can be assessed by its ability to suppress the *ade2-1* premature *ochre* mutation present within *ADE2* gene in strain G402. Sup35 protein (eRF3) under normal conditions in the cell encodes a translation release factor [52, 53]. Aggregation of the Sup35 in [*PSI*^*+*^] cells causes nonsense suppression because of the depletion of Sup35 protein into an insoluble prion aggregate that is no longer functional. Thus, the strength of prion phenotype is directly proportional to the amount of Sup35 protein that has been depleted to insoluble prion aggregates [33]. Ssa family members differed in their abilities to propagate [*PSI*^*+*^], with Ssa3 being the most effective member in maintenance and propagation of [*PSI*^*+*^], compared to other Ssa proteins. This result is consistent with a previous study by Sharma et al. [21]. Earlier studies by Schwimmer *et al.* and Roberts *et al.*[26, 27] also found different effects of the Ssa family on [*URE3*] propagation. For example, overexpression of Ssa1 but not Ssa2 can cure [*URE3*], whereas a mutation in Ssa2 but not Ssa1 impairs [*URE3*] propagation. Recently, corresponding changes of a single ATPase domain residue (A83G in Ssa1, G83A in Ssa2) in Ssa1 or Ssa2 was able to allow these Hsp70-Ssa family members to acquire the prion propagation behaviour of the other [28]. It appears that the evolution and occurrence of multiple Hsp70s within a species may be due to modified regulation of Hsp70 substrate-binding activity rather than changes to range of substrate that is recognised [28]. In *S. cerevisiae*, the activity of Ssa proteins is regulated by J-proteins [54] and NEFs such as Fes1 and Sse1/2 [55–60]. It has not been systematically tested whether the different Ssa proteins have different affinities for J-proteins and NEFs but remains an attractive possibility that this could partly explain different prion phenotypes when members of the Ssa family are individually expressed as a sole source of Ssa in the cell.

The Hsp104 protein influences cell survival under prolonged exposure to high temperatures [24]. At elevated temperatures, Hsp104 activity allows cells to survive by resolubilising heat-denatured proteins [34]. Apart from Hsp104, refolding of misfolded protein requires the activity of additional chaperone proteins such as Hsp70 and Hsp40. Thus Hsp104, in conjunction with Hsp70 and Hsp40, constitutes a protein disaggregation machinery leading to the resolubilisation of protein aggregates [61]. Both the constitutive and heat-inducible isoforms of Hsp70 functioned well with Hsp104 in refolding thermally denatured luciferase but preferentially, Ssa1 and Ssa3 were more active *in vivo* for luciferase refolding than Ssa2 and Ssa4 (Figure 3). Such differences may be reflected by the specific Hsp70 component of the protein disaggregation machinery. It has been proposed that heat inducible Hsp70s may function more efficiently with Hsp104 than constitutive Hsp70s [21]. However, this does not appear to be the case. Ssa3 clearly provides better levels of acquired thermotolerance than other Ssas (Figure 2), but even when cells are allowed to recover on medium that inhibits Hsp104 activity (GdnHCl plates), cells expressing Ssa3 still recover remarkably well. This result suggests that for cells expressing Ssa3 as the sole Hsp70-Ssa, there is a greater impact of factors other than Hsp104 in determining levels of acquired thermotolerance. Additionally, the assessment of refolding activity of a model substrate such as luciferase does not necessarily correlate well with the *in vivo* refolding activity required for survival of heat stress.

Further complicating the interpretation of the luciferase refolding and acquired thermotolerance plate assays is the fact that Ssa1 is the most efficient in refolding denatured luciferase but does match or improve upon Ssa3 in the plate assay. Additionally, the presence of [*PSI*^+^] caused a clear and reproducible increase in efficiency in luciferase refolding in the Ssa1 and Ssa3 expressing strains (Figure 3), which did not translate to increased survival in the acquired thermotolerance plate assays (Figure 2). Taken together these results also suggest a significant influence on levels of acquired thermotolerance from other cellular sources in addition to Hsp104.

Following further phenotypic stress analysis we also identified differences between the Ssas in response to oxidative and cell wall stress inducing agents (Figures 4 and 5). Of particular note is the trend for the inducible Ssas to provide better protection against both H_2_O_2_ and SDS. However, again a complex stress response is observed, as the presence of [*PSI*^+^] appears to influence sensitivity to SDS and to H_2_O_2_, particularly when only Ssa3 is expressed. The reason for this prion influence is not known, but has been observed before in the closely related strain G600 [51]. Given that cells expressing only Ssa3 have a much stronger prion phenotype (Figure 1b) then prion-specific effects may be expected in these cells compared to others expressing different Ssa family members.

The different and complex prion and stress phenotypes exhibited by cells expressing individual members of the Hsp70-Ssa family led us to hypothesize that in addition to any inherent functional differences that may exist amongst these highly homologous proteins, the potential existed for indirect phenotypic influences caused by changes in global gene expression. This hypothesis appears to hold true as under non-stress conditions and when expressed from the same promoter, there are many differences in the expression levels of a variety of genes between cells expressing different Hsp70-Ssa family members (Figure 6 and Additional file 4: Table S2). 

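The log2 intensities of the 4 arrays had Pearson correlations across features between 0.964 for Ssa1 and Ssa4 and 0.982 for Ssa1 and Ssa2. The number of features that differed by more than 2-fold was 217 between Ssa1 and Ssa2, 241 between Ssa1 and Ssa3 and 706 between Ssa1 and Ssa4. Between the strains other than Ssa1, the share of features past 2-fold was 6.25% for Ssa2 and Ssa3, 6.96% for Ssa2 and Ssa4 and 9.39% for Ssa3 and Ssa4, and against Ssa1 it was 3.75%, 4.17% and 12.2% for Ssa2, Ssa3 and Ssa4. A spread between repeated arrays of a strain was not measured, so these numbers cannot be set against one. Relative to Ssa1, 367 features were induced and 569 repressed in at least 1 strain. From the many differences in expression under non-stress conditions, the paper reasons that its hypothesis of indirect influences on the phenotypes through gene expression appears to hold.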

The changes in expression levels are in genes that are involved in a diverse set of cellular functions that would be predicted to influence a variety of cellular phenotypes (Additional file 4: Table S2). The full cellular implications for these changes in gene expression are difficult to interpret, but some inferences can be made in respect of the stress phenotypes we have observed in this study. For instance, cells expressing either Ssa2 or Ssa4 showed a 3-fold repression of *CTA1. CTA1* encodes catalase A, which is involved in hydrogen peroxide detoxification in the peroxisomal and mitochondrial matrices [62, 63]. Additionally, *CTT1*, a catalase that has a role in protection of cell from oxidative damage caused by hydrogen peroxide [64], was over 2-fold repressed in Ssa2. Repression of these genes could be an influencing factor in the comparative sensitivity to H_2_O_2_ of cells expressing solely Ssa2. Also, the transcriptional profiling of the Ssa family also revealed that the *TRX2* gene, which confers resistance to H_2_O_2_[65], was among the top listed induced genes in Ssa4 strain and this may provide an explanation for the comparative resistance to H_2_O_2_ displayed by cells expressing solely Ssa4. In addition to this, two other genes, *GPX2*, which is a glutathione peroxidise that is induced by oxidative stress [66] and *GRX1*, which is a glutaredoxin were induced (3.13 and 2.49 fold respectively) only in Ssa4 expressing cells. 

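CTA1 (YDR256C) had an intensity of 302 on the Ssa1 array, 103 on the Ssa2 array, 237 on the Ssa3 array and 93.1 on the Ssa4 array. It was 2.93-fold lower in the Ssa2 strain, 1.27-fold lower in the Ssa3 strain and 3.24-fold lower in the Ssa4 strain than in the Ssa1 strain. Among the 500 features with the nearest mean intensity, 0% had as low a ratio in the Ssa2 strain and 1.2% in the Ssa4 strain. CTT1 (YGR088W) had intensities of 116, 46.2, 156 and 70.7 on the Ssa1, Ssa2, Ssa3 and Ssa4 arrays, and its ratios to Ssa1 were 0.398 for Ssa2, 1.34 for Ssa3 and 0.608 for Ssa4. A ratio as low as that in the Ssa2 strain was found for 1.6% of the features near it in intensity. With an offset of 50 added to each intensity, the ratio of CTT1 in the Ssa2 strain was 0.579, which is not past 2-fold.

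**Figure D3:**
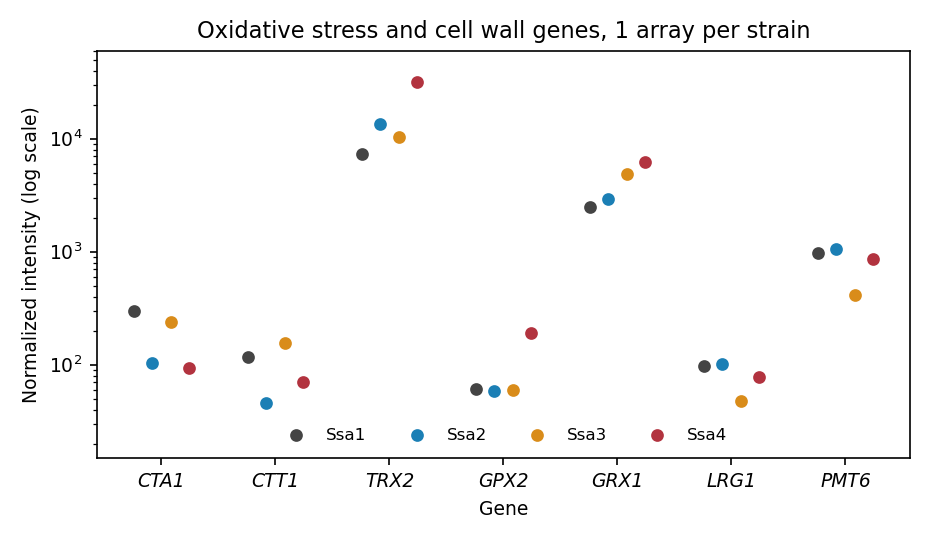
Normalized intensity on a logarithmic axis of the 7 genes that the paper relates to the H2O2 and SDS phenotypes, with a point for the single array of each strain and no error bars because there are no replicates. CTA1 is lowest on the Ssa4 array, at 93.1, and CTT1 on the Ssa2 array, at 46.2.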

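TRX2 (YGR209C) had an intensity of 7303 on the Ssa1 array, 13509 on the Ssa2 array, 10316 on the Ssa3 array and 31659 on the Ssa4 array. Its ratio to Ssa1 was 1.85 in the Ssa2 strain, 1.41 in the Ssa3 strain and 4.34 in the Ssa4 strain. By ratio it was number 34 of the 296 features induced in the Ssa4 strain, and by the increase in intensity it was number 2. Among features of at least 100 on both arrays it was number 19 by ratio. In the Ssa4 strain 0.8% of the 500 features nearest to it in mean intensity had as high a ratio. With the median log2 ratio of the neighbouring features on the implied grid subtracted, an alternative chosen after the data were seen, the ratio of TRX2 in the Ssa3 strain was 2.43, which is past 2-fold.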

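GPX2 (YBR244W) had an intensity of 61.4 on the Ssa1 array and 192 on the Ssa4 array, a ratio of 3.13, and its ratios were 0.963 in the Ssa2 strain and 0.983 in the Ssa3 strain. GRX1 (YCL035C) had an intensity of 2501 on the Ssa1 array and 6229 on the Ssa4 array, a ratio of 2.49. In the Ssa3 strain the intensity of GRX1 was 4849 and its ratio 1.94, and in the Ssa2 strain its ratio was 1.18. A ratio as high as those in the Ssa4 strain was found for 1% of the 500 features nearest to GPX2 in mean intensity and for 6.6% of those nearest to GRX1. After a lowess curve of the log2 ratio on the mean log2 intensity was subtracted, the ratio of GRX1 in the Ssa4 strain was 1.97, which is not past 2-fold.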

Glutaredoxins are the source primary defenses against mixed disulfides formed following oxidative damage to proteins [67].

Further linking phenotype to possible changes in gene expression, we observed changes in genes involved in cell wall integrity (CWI) signalling in Ssa3 expressing cells. The sensitivity of the [*psi*^-^] variant of Ssa3 to 0.005% SDS (cell wall damaging agent) compared to [*psi*^-^] variant of other Ssas, suggests a possible reduced efficiency in cell wall integrity signalling in the Ssa3 strain. The sensitivity displayed by cells expressing Ssa3 may be explained by the suppression of two genes, *LRG1* and *PMT6. LRG1* is a GTPase - activating protein (GAP) that is involved in the Pkc1-mediated signalling pathway that controls cell wall integrity [68], while *PMT6* belongs to a family of protein mannosyltransferases that catalyses the transfer of mannose from dolichyl phosphate-D-mannose to protein serine/threonine residues of secretory proteins, a reaction essential for cell wall rigidity and cell integrity [69]. Both of these genes were repressed in only Ssa3 expressing cells by over 2-fold (Additional file 4: Table S2). 

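LRG1 (YDL240W) had an intensity of 97.3 on the Ssa1 array and 48.1 on the Ssa3 array, a ratio of 0.494, and its ratios were 1.04 in the Ssa2 strain and 0.794 in the Ssa4 strain. PMT6 (YGR199W) had an intensity of 975 on the Ssa1 array and 413 on the Ssa3 array, a ratio of 0.424, and its ratios were 1.09 in the Ssa2 strain and 0.886 in the Ssa4 strain. Among the 500 features with the nearest mean intensity, 2.4% had as low a ratio as LRG1 in the Ssa3 strain and 0% as low a ratio as PMT6. The ratio of LRG1 was 0.519 after subtraction of the lowess curve and 0.666 with an offset of 50, neither past 2-fold. For PMT6 these alternatives gave 0.389 and 0.452, both past 2-fold. The neighbouring features on the implied grid had a median log2 ratio of -0.24 for LRG1 and -0.34 for PMT6 in the Ssa3 strain. With that median subtracted, an alternative chosen after the data were seen, the ratios of LRG1 and PMT6 were 0.585 and 0.537, which are not past 2-fold.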

Our findings implicate a possible role for Hsp70-Ssa family in the CWI signalling pathway.

A previous study comparing the global gene expression changes in yeast upon mild heat shock to those for yeast cells deleted for both *SSA1* and *SSA2*, identified differential expression of groups of genes that are very distinct from those identified in our analysis [70]. Significant differences in strain background and *SSA* deletion status exists between these studies and therefore a direct comparison between global gene expression data is not possible.

## Conclusion

While it is clear that Hsp70-Ssa family members provide redundant functions within the yeast cell, it is also evident that within groups of highly homologous Hsp70s, family members may evolve to be much more efficient at aspects of these shared functions or have even developed new specific roles within the cell. However, a major conclusion from this study is that while some phenotypic differences observed between cells expressing different Hsp70-Ssa family members may result in part from intrinsic functional differences between Hsp70s, a significant contribution to strain phenotype may also be attributed to major changes in global gene expression within the cell.

### Availability of Supporting Data

Microarray data is publicly available through the NCBI's Gene Expression Omnibus (GEO) database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE32433.

## Electronic supplementary material

Additional file 1: Table S1: Primers used for RT-qPCR.

Additional file 2: Figure S1: Expression of individual Hsp70-Ssa family members in yeast. To confirm expression of individual Ssa family members we used Western blotting with antibodies recognising Hsp70-Ssa (top panel), Ssa1 or Ssa2 only and Ssa3 or Ssa4 only. We also assessed Hsp104 expression in these cells. Ssa1/2 and Ssa3/4 specific antibodies were a gift from Elizabeth Craig. Hsp104 antibody was a gift from John Glover. Loading control is membrane stained with amido black.

Additional file 3: Figure S2: Relative abundance of Hsp70 and Hsp104 in yeast cells expressing. individual Ssa’s. Western blot analysis was performed to examine the abundance of Hsp70 and Hsp104. Blots probed with anti-Hsp70 antibodies (SPA822, Cambridge Biosciences) were stripped and re-probed with anti-Hsp104 antibodies (gift from John Glover). Membrane was then stained by amido black as a loading and transfer control, are shown (Load). The Ssa strains are indicated on the top.

Additional file 4: Table S2: Systematic and standard names and descriptions are based on Saccharomyces Genome Database (SGD) http://www.yeastgenome.org; **Orange cells show the data more than 100.

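Table S2 lists genes by the strains in which they were induced or repressed, with the normalized intensity on each of the 4 arrays. The rows used here list a gene under a strain 1195 times. By the ratio of the listed intensities, 46 of these listings were not past 2-fold. When the ratio was rounded to 2 decimals and a rounded ratio of exactly 2 or 0.5 was counted as past 2-fold, a rule chosen after the values were seen, 7 listings of 5 genes were still not past it, and these genes are named because of those values. SSN3 is listed as induced in Ssa2 and Ssa3 at ratios of 1.21 and 1.17, and RNH203 as induced in Ssa2 and Ssa4 at ratios of 1.09 and 0.596. GRX3 and YBR012W are listed as induced in Ssa3 at ratios of 1.15 and 1.59, and ISC10 as repressed in Ssa4 at a ratio of 0.599.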

Additional file 5: Table S3: Comparative overview of fold change for microarray and qPCR of 25 genes.

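Table S3 gives the ratio to Ssa1 of 25 genes in 3 strains by microarray and by RT-qPCR, and the RT-qPCR levels were taken relative to ACT1. The microarray ratios calculated from the deposited intensities lay within 0.01 of those in Table S3 in all 3 strains for 23 of the 25 genes. The others were VMA13 and CLN1 (YMR199W). CLN1 had intensities of 12.8, 34.6, 41.7 and 18.1 on the Ssa1, Ssa2, Ssa3 and Ssa4 arrays, and ratios to Ssa1 of 2.70, 3.25 and 1.41.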

## References

[1] Nollen EAA, Morimoto RI (2002). Chaperoning signaling pathways: molecular chaperones as stress-sensing heat shock proteins. J Cell Sci.

[2] Sangster TA, Lindquist S, Queitsch C (2004). Under cover: causes, effects and implications of Hsp90 - mediated genetic capacitance. Bioessays.

[3] De Los RP, Ben-Zvi A, Slutsky O, Azem A, Goloubinoff P (2006). Hsp70 chaperones accelerate protein translocation and the unfolding of stable protein aggregates by entropic pulling. Proc Natl Acad Sci USA.

[4] Floer M, Bryant GO, Ptashne M (2008). Hsp90/70 chaperones are required for rapid nucleosome removal upon induction of the *GAL* genes of yeast. Proc Natl Acad Sci USA.

[5] Mayer M, Bukau B (2005). Hsp70 chaperones: cellular functions and molecular mechanism. Cell Mol Life Sci.

[6] Sharma D, Masison DC (2009). Hsp70 structure, function, regulation and influence on yeast prions. Protein Pept. Lett.

[7] Daugaard M, Rohde M, Jäättelä M (2007). The heat shock protein 70 family: Highly homologous proteins with overlapping and distinct functions. FEBS letters.

[8] Lindquist S, Craig E (1988). The heat-shock proteins. Annu Rev Genet.

[9] Gupta RS, Singh B (1994). Phylogenetic analysis of 70 kDa heat shock protein sequences suggests a chimeric origin for the eukaryotic cell nucleus. Curr Biol.

[10] Hunt C, Morimoto RI (1985). Conserved features of eukaryotic *hsp70* genes revealed by comparison with the nucleotide sequence of human *hsp70*. Proc Natl Acad Sci USA.

[11] Pelham H (1984). Hsp70 accelerates the recovery of nucleolar morphology after heat shock. EMBO J.

[12] Li GC, Li L, Liu YK, Mak JY, Chen L, Lee W (1991). Thermal response of rat fibroblasts stably transfected with the human 70-kDa heat shock protein-encoding gene. Proc Natl Acad Sci USA.

[13] Li G, Li L, Liu R, Rehman M, Lee W (1992). Protection from thermal stress by human hsp70 with or without its ATP-binding domain. Proc Natl Acad Sci USA.

[14] Jäättelä M, Wissing D, Bauer PA, Li GC (1992). Major heat shock protein hsp70 protects tumor cells from tumor necrosis factor cytotoxicity. EMBO J.

[15] Tutar Y, Song Y, Masison DC (2006). Primate chaperones Hsc70 (constitutive) and Hsp70 (induced) differ functionally in supporting growth and prion propagation in *Saccharomyces cerevisiae*. Genetics.

[16] Gao B, Biosca J, Craig EA, Greene LE, Eisenberg E (1991). Uncoating of coated vesicles by yeast hsp70 proteins. J Biol Chem.

[17] Kabani M, Martineau CN (2008). Multiple hsp70 isoforms in the eukaryotic cytosol: mere redundancy or functional specificity?. Curr Genomics.

[18] Werner-Washburne M, Stone DE, Craig EA (1987). Complex interactions among members of an essential subfamily of hsp70 genes in *Saccharomyces cerevisiae*. Mol Cell Biol.

[19] Boorstein WR, Ziegelhoffer T, Craig EA (1994). Molecular evolution of the Hsp70 multigene family. J Mol Evol.

[20] James P, Pfund C, Craig EA (1997). Functional specificity among Hsp70 molecular chaperones. Science.

[21] Sharma D, Martineau CN, Le Dall MT, Reidy M, Masison DC, Kabani M (2009). Function of *SSA* subfamily of Hsp70 within and across species varies widely in complementing *Saccharomyces cerevisiae* cell growth and prion propagation. PloS one.

[22] Sharma D, Masison DC (2008). Functionally redundant isoforms of a yeast Hsp70 chaperone subfamily have different antiprion effects. Genetics.

[23] Perrett S, Jones GW (2008). Insights into the mechanism of prion propagation. Curr Opin Struct Biol.

[24] Jones GW, Tuite MF (2005). Chaperoning prions: the cellular machinery for propagating an infectious protein?. Bioessays.

[25] Reidy M, Masison DC (2011). Modulation and elimination of yeast prions by protein chaperones and co-chaperones. Prion.

[26] Schwimmer C, Masison DC (2002). Antagonistic interactions between yeast [*PSI*^*+*^] and [*URE3*] prions and curing of [*URE3*] by Hsp70 protein chaperone Ssa1p but not by Ssa2p. Mol Cell Biol.

[27] Tibor Roberts B, Moriyama H, Wickner RB (2004). [*URE3*] prion propagation is abolished by a mutation of the primary cytosolic Hsp70 of budding yeast. Yeast.

[28] Sharma D, Masison DC (2011). Single methyl group determines prion propagation and protein degradation activities of yeast heat shock protein Hsp70 chaperones Ssa1p and Ssa2p. Proc Natl Acad Sci USA.

[29] Martineau CN, Beckerich JM, Kabani M (2007). Flo11p-independent control of “mat” formation by hsp70 molecular chaperones and nucleotide exchange factors in yeast. Genetics.

[30] Truman AW, Kristjansdottir K, Wolfgeher D, Hasin N, Polier S, Zhang H, Perrett S, Prodromou C, Jones GW, Kron SJ (2012). CDK-dependent Hsp70 Phosphorylation controls G1 cyclin abundance and cell-cycle progression. Cell.

[31] Jones GW, Masison DC (2003). *Saccharomyces cerevisiae* Hsp70 mutations affect [*PSI*^*+*^] prion propagation and cell growth differently and implicate Hsp40 and tetratricopeptide repeat cochaperones in impairment of [*PSI*^*+*^]. Genetics.

[32] Loovers HM, Guinan E, Jones GW (2007). Importance of the Hsp70 ATPase domain in yeast prion propagation. Genetics.

[33] Jung G, Jones G, Wegrzyn RD, Masison DC (2000). A Role for Cytosolic Hsp70 in Yeast [*PSI*^*+*^] Prion Propagation and [*PSI*^*+*^] as a Cellular Stress. Genetics.

[34] Parsell DA, Kowal AS, Singer MA, Lindquist S (1994). Protein disaggregation mediated by heat-shock protein Hspl04. Nature.

[35] Sikorski RS, Hieter P (1989). A system of shuttle vectors and yeast host strains designed for efficient manipulation of DNA in *Saccharomyces cerevisiae*. Genetics.

[36] Liebman SW, Stewart JW, Sherman F (1975). Serine substitutions caused by an ochre suppressor in yeast. J Mol Biol.

[37] Cox BS (1965). "ψ" a cytoplasmic suppressor of super-suppressor in yeast. Heredity.

[38] Jung G, Masison DC (2001). Guanidine hydrochloride inhibits Hsp104 activity in vivo: a possible explanation for its effect in curing yeast prions. Curr Microbiol.

[39] Moran C, Kinsella GK, Zhang ZR, Perrett S, Jones GW (2013). Mutational Analysis of Sse1 (Hsp110) Suggests an Integral Role for this Chaperone in Yeast prion Propagation *In Vivo*. G3.

[40] Saeed A, Sharov V, White J, Li J, Liang W, Bhagabati N, Braisted J, Klapa M, Currier T, Thiagarajan M (2003). TM4: a free, open-source system for microarray data management and analysis. Biotechniques.

[41] Ali SS, Nugent B, Mullins E, Doohan FM (2013). Insights from the Fungus *Fusarium oxysporum* Point to High Affinity Glucose Transporters as Targets for Enhancing Ethanol Production from Lignocellulose. PloS one.

[42] Livak KJ, Schmittgen TD (2001). Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2 ^-ΔΔCT^ Method. Methods.

[43] Ryan T, Joiner B (1976). Normal probability plots and tests for normality. Tech. Rep.

[44] Johnson NJ (1978). Modified t tests and confidence intervals for asymmetrical populations. J Am Stat Soc.

[45] Snedecor G, Cochran W (1980). Statistical Methods.

[46] Tuite M, Mundy C, Cox B (1981). Agents that cause a high frequency of genetic change from [*PSI*^*+*^] to [*psi*^-^] in *Saccharomyces cerevisiae*. Genetics.

[47] Bach S, Talarek N, Andrieu T, Vierfond J-M, Mettey Y, Galons H, Dormont D, Meijer L, Cullin C, Blondel M (2003). Isolation of drugs active against mammalian prions using a yeast-based screening assay. Nat Biotechnol.

[48] Tribouillard-Tanvier D, Béringue V, Desban N, Gug F, Bach S, Voisset C, Galons H, Laude H, Vilette D, Blondel M (2008). Antihypertensive drug guanabenz is active in vivo against both yeast and mammalian prions. PloS one.

[49] Landry J, Bernier D, Chrétien P, Nicole LM, Tanguay RM, Marceau N (1982). Synthesis and degradation of heat shock proteins during development and decay of thermotolerance. Cancer Res.

[50] Ferreira PC, Ness F, Edwards SR, Cox BS, Tuite MF (2001). The elimination of the yeast [*PSI*^*+*^] prion by guanidine hydrochloride is the result of Hsp104 inactivation. Mol Microbiol.

[51] Fitzpatrick DA, O'Brien J, Moran C, Hasin N, Kenny E, Cormican P, Gates A, Morris DW, Jones GW (2011). Assessment of Inactivating Stop Codon Mutations in Forty *Saccharomyces cerevisiae* Strains: Implications for [*PSI*^*+*^] Prion-Mediated Phenotypes. PloS one.

[52] Stansfield I, Jones K, Kushnirov V, Dagkesamanskaya A, Poznyakovski A, Paushkin S, Nierras C, Cox B, Ter-Avanesyan M, Tuite M (1995). The products of the *SUP45* (eRF1) and *SUP35* genes interact to mediate translation termination in *Saccharomyces cerevisiae*. EMBO J.

[53] Zhouravleva G, Frolova L, Le Goff X, Le Guellec R, Inge-Vechtomov S, Kisselev L, Philippe M (1995). Termination of translation in eukaryotes is governed by two interacting polypeptide chain release factors, eRF1 and eRF3. EMBO J.

[54] Sahi C, Craig EA (2007). Network of general and specialty J protein chaperones of the yeast cytosol. Proc Natl Acad Sci USA.

[55] Shaner L, Wegele H, Buchner J, Morano KA (2005). The yeast Hsp110 Sse1 functionally interacts with the Hsp70 chaperones Ssa and Ssb. J Biol Chem.

[56] Yam AYW, Albanèse V, Lin HTJ, Frydman J (2005). Hsp110 cooperates with different cytosolic Hsp70 systems in a pathway for *de novo* folding. J Biol Chem.

[57] Dragovic Z, Broadley SA, Shomura Y, Bracher A, Hartl FU (2006). Molecular chaperones of the Hsp110 family act as nucleotide exchange factors of Hsp70s. EMBO J.

[58] Raviol H, Sadlish H, Rodriguez F, Mayer MP, Bukau B (2006). Chaperone network in the yeast cytosol: Hsp110 is revealed as an Hsp70 nucleotide exchange factor. EMBO J.

[59] Kabani M, Beckerich JM, Brodsky JL (2002). Nucleotide exchange factor for the yeast Hsp70 molecular chaperone Ssa1p. Mol Cell Biol.

[60] Dragovic Z, Shomura Y, Tzvetkov N, Hartl FU, Bracher A (2006). Fes1p acts as a nucleotide exchange factor for the ribosome-associated molecular chaperone Ssb1p. Biol Chem.

[61] Glover JR, Lindquist S (1998). Hsp104, Hsp70, and Hsp40: A Novel Chaperone System that Rescues Previously Aggregated Proteins. Cell.

[62] Cohen G, Fessl F, Traczyk A, Rytka J, Ruis H (1985). Isolation of the catalase A gene of *Saccharomyces cerevisiae* by complementation of the cta1 mutation. MGG.

[63] Petrova V, Drescher D, Kujumdzieva A, Schmitt M (2004). Dual targeting of yeast catalase A to peroxisomes and mitochondria. Biochem J.

[64] Grant CM, Perrone G, Dawes IW (1998). Glutathione and Catalase Provide Overlapping Defenses for Protection against Hydrogen Peroxide in the Yeast *Saccharomyces cerevisiae*. Biochem Biophys Res Commun.

[65] Morano KA, Grant CM, Moye-Rowley WS (2012). The response to heat shock and oxidative stress in *Saccharomyces cerevisiae*. Genetics.

[66] Inoue Y, Matsuda T, Sugiyama K-i, Izawa S, Kimura A (1999). Genetic analysis of glutathione peroxidase in oxidative stress response of *Saccharomyces cerevisiae*. J Biol Chem.

[67] Luikenhuis S, Perrone G, Dawes IW, Grant CM (1998). The yeast *Saccharomyces cerevisiae* contains two glutaredoxin genes that are required for protection against reactive oxygen species. Mol Biol Cell.

[68] Lorberg A, Schmitz H-P, Jacoby J, Heinisch J (2001). Lrg1p functions as a putative GTPase-activating protein in the Pkc1p-mediated cell integrity pathway in *Saccharomyces cerevisiae*. Mol. Genet. Genomics.

[69] Gentzsch M, Tanner W (1996). The PMT gene family: protein O-glycosylation in *Saccharomyces cerevisiae* is vital. EMBO J.

[70] Matsumoto R, Akama K, Rakwal R, Iwahashi H (2005). The stress response against denatured proteins in the deletion of cytosolic chaperones SSA1/2 is different from heat-shock response in *Saccharomyces cerevisiae*. BMC Genomics.

# Supplementary material for: Global transcript and phenotypic analysis of yeast cells expressing Ssa1, Ssa2, Ssa3 or Ssa4 as sole source of cytosolic Hsp70-Ssa chaperone activity
**Source:** BMC Genomics. 2014 Mar 14;15(1):194. doi: 10.1186/1471-2164-15-194
**Supplement:** Supplementary file 1 — Additional file 1: Table S1: Primers used for RT-qPCR.

**Table S1: Primers used for RT-qPCR**

| <b>Systematic gene name<sup>a</sup></b> | <b>Primers</b>         | <b>Oligonucleotide</b>                             |
|-----------------------------------------|------------------------|----------------------------------------------------|
| YFL039C                                 | ACT1-F<br>ACT1-R       | GGGTTTGGAATCTGCC<br>CCACCAATCCAGACGGAG             |
| YBR120C                                 | CBP6-F<br>CBP6-R       | TAATTAACAGAACTTCCGGTCCA<br>TACCGTCAACGGCATTATTAAC  |
| YBR197C                                 | YBR197C-F<br>YBR197C-R | TTCCACCAACAGAAGGAAATCTA<br>GAGTGCATTGTTATACGGCTACC |
| YNL300W                                 | TOS6-F<br>TOS6-R       | CTCTACTCTCTCCACCGTTGCT<br>GTGGTGTTAGCTTGGCTACTGAT  |
| YML027W                                 | YOX1-F<br>YOX1-R       | ATCACCAAGCTTCACTAATCCAA<br>TCGTGTGATTCATCAACTGTTTC |
| YMR199W                                 | CLN1-F<br>CLN1-R       | CTAATCAAGATCAAGGCCCTTTT<br>CTATTGTAGAGGCCAGTTGCAGT |
| YPL256C                                 | CLN2-F<br>CLN2-R       | TATGTGGTAGCACCGTTAGTGTG<br>TCCATGGTTAATGAAGCTTGTCT |
| YHR147C                                 | MRPL6-F<br>MRPL6-R     | TAGGTGTTACTGAGGGGCATCT<br>CTCTGGTGGATGGAATTTTCTC   |
| YBL078C                                 | ATG8-F<br>ATG8-R       | CCGTAGGGCAATTTGTTTATGT<br>ACAAAAACCCGTCCTTATCCTT   |
| YDR533C                                 | HSP31-F<br>HSP31-R     | CAAGACCGGTGTTTTTGTGTGA<br>AATTTGGTAATCATCGGCATTC   |
| YPR036W                                 | VMA13-F<br>VMA13-R     | CCGTGATACCAGAGTATCGTGA<br>AAACTGGGTAAAGGTCAGCAA    |
| YDR194C                                 | MSS116-F<br>MSS116-R   | ATTAGGTTTGAGCCGTAGTCCA<br>ACGGTTCGTCATCGTAATCTCT   |
| YPL171C                                 | OYE3-F<br>OYE3-R       | TTTAGCCATCCATGATTGTCAG<br>GATAGAATTCTTAGCCGCATGG   |
| YHR094C                                 | HXT1-F<br>HXT1-R       | CCAGCCATGTTTCAACGTACTA<br>GGTCAACGGTGTACAGAGAACA   |
| YNR014W                                 | YNR014W-F<br>YNR014W-R | TCACTACTGCCCTCTTCTAGGC<br>GTACGAGACGGACCTTTTCATC   |

---

**Table S1 continued.....**

| <b>Systematic gene name</b> | <b>Primers</b>         | <b>Oligonucleotide</b>                           |
|-----------------------------|------------------------|--------------------------------------------------|
| YNL108C                     | HUF1-F<br>HUF1-R       | ACCGGTATTGATAACGATGTCC<br>CTCCTACACCACGATCGACATA |
| YCL009C                     | ILV6-F<br>ILV6-R       | AACACCGAGGTCAAAGACCTAA<br>CTGGCCATCACTAGCTCTCTTT |
| YKL089W                     | MIF2-F<br>MIF2-R       | GTAGAAGAGGAGGCTGAGGTGA<br>ATGTCAAGAACGGGTTTATTGG |
| YDR331W                     | GPI8-F<br>GPI8-R       | AGGCTGTTAACGGATAGATGGA<br>TTTTCGTACATTTGCTGGAATG |
| YNL186W                     | UBP10-F<br>UBP10-R     | AAACTTGGGTTCTCCATTAGCA<br>CAGAAATTTTGGAGCTGGAATC |
| YMR214W                     | SCJ1-F<br>SCJ1-R       | TGATCAAGGTCCAGGAAAAACT<br>ACCACACATCTGTTGAATCTGC |
| YHR137W                     | ARO9-F<br>ARO9-R       | ACAGAGAGTCCCAGGGTATTGA<br>TCAACAATGAGGAAATCGTGTC |
| YOR387C                     | YOR387C-F<br>YOR387C-R | ATTGGTGATGCTATGGTTCCTT<br>GGGGTGCTCAAAATAACAGAAG |
| YMR303C                     | ADH2-F<br>ADH2-R       | CATTGTTAGCGCAGTCGTAAAG<br>ACAACGTGGTTGAAGACATCAG |
| YDL182W                     | LYS20-F<br>LYS20-R     | ACTGCTGCTAAACCAAATCCAT<br>ATGTAGTCCACACCGAAATCGT |
| YDR342C                     | HXT7-F<br>HXT7-R       | GGGCTGTTTGGTCTTCATGT<br>ACCTCTTCTGGATGGTGGAA     |

---

Primers were design using the Primer3 software (version 0.4.0; <http://frodo.wi.mit.edu/primer3/>). Primer specificity was confirmed by melting curve analyses of real-time RT-PCR products (81 cycles of 55°C for 30s).

<sup>a</sup>Systematic names and the sequence was used for design of primers were based on *Saccharomyces* Genome Database (<http://www.yeastgenome.org/>).

# Supplementary material for: Global transcript and phenotypic analysis of yeast cells expressing Ssa1, Ssa2, Ssa3 or Ssa4 as sole source of cytosolic Hsp70-Ssa chaperone activity
**Source:** BMC Genomics. 2014 Mar 14;15(1):194. doi: 10.1186/1471-2164-15-194
**Supplement:** Supplementary file 2 — Additional file 2: Figure S1: Expression of individual Hsp70-Ssa family members in yeast. To confirm expression of individual Ssa family members we used Western blotting with antibodies recognising Hsp70-Ssa (top panel), Ssa1 or Ssa2 only and Ssa3 or Ssa4 only. We also assessed Hsp104 expression in these cells. Ssa1/2 and Ssa3/4 specific antibodies were a gift from Elizabeth Craig. Hsp104 antibody was a gift from John Glover. Loading control is membrane stained with amido black.

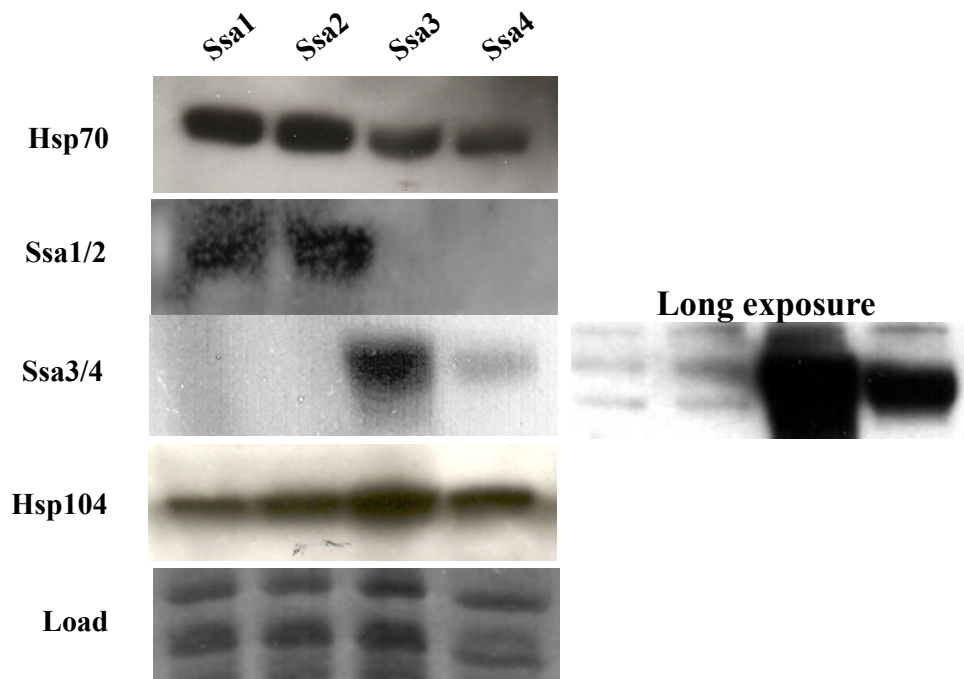

**Figure S1: Expression of individual Hsp70-Ssa family members in yeast.** To confirm expression of individual Ssa family members we used Western blotting with antibodies recognising Hsp70-Ssa (top panel), Ssa1 or Ssa2 only and Ssa3 or Ssa4 only. We also assessed Hsp104 expression in these cells. Ssa1/2 and Ssa3/4 specific antibodies were a gift from Elizabeth Craig. Hsp104 antibody was a gift from John Glover. Loading control is membrane stained with amido black.

# Supplementary material for: Global transcript and phenotypic analysis of yeast cells expressing Ssa1, Ssa2, Ssa3 or Ssa4 as sole source of cytosolic Hsp70-Ssa chaperone activity
**Source:** BMC Genomics. 2014 Mar 14;15(1):194. doi: 10.1186/1471-2164-15-194
**Supplement:** Supplementary file 3 — Additional file 3: Figure S2: Relative abundance of Hsp70 and Hsp104 in yeast cells expressing. individual Ssa’s. Western blot analysis was performed to examine the abundance of Hsp70 and Hsp104. Blots probed with anti-Hsp70 antibodies (SPA822, Cambridge Biosciences) were stripped and re-probed with anti-Hsp104 antibodies (gift from John Glover). Membrane was then stained by amido black as a loading and transfer control, are shown (Load). The Ssa strains are indicated on the top.

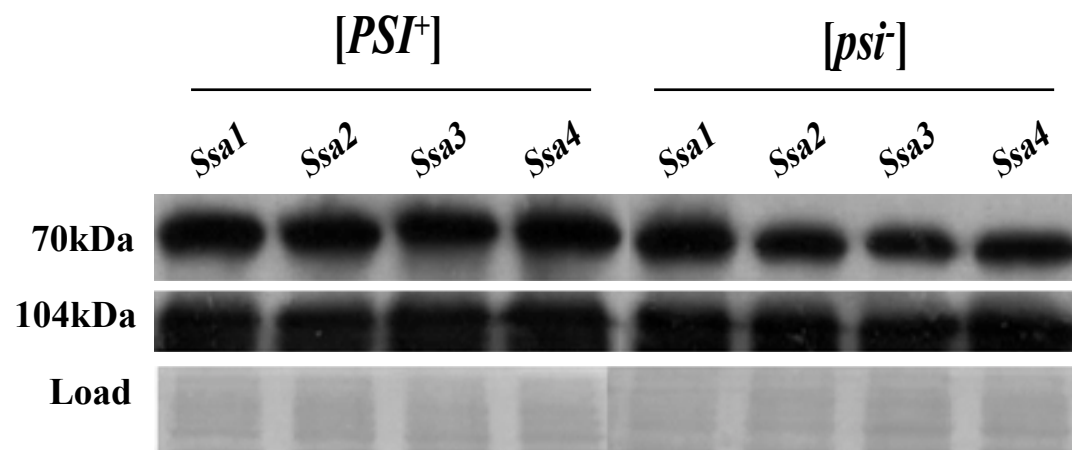

**Figure S2: Relative abundance of Hsp70 and Hsp104 in yeast cells expressing individual Ssa's.** Western blot analysis was performed to examine the abundance of Hsp70 and Hsp104. Blots probed with anti-Hsp70 antibodies (SPA822, Cambridge Biosciences) were stripped and re-probed with anti-Hsp104 antibodies (gift from John Glover). Membrane was then stained by amido black as a loading and transfer control, are shown (Load). The Ssa strains are indicated on the top.

# Supplementary material for: Global transcript and phenotypic analysis of yeast cells expressing Ssa1, Ssa2, Ssa3 or Ssa4 as sole source of cytosolic Hsp70-Ssa chaperone activity
**Source:** BMC Genomics. 2014 Mar 14;15(1):194. doi: 10.1186/1471-2164-15-194
**Supplement:** Supplementary file 5 — Additional file 5: Table S3: Comparative overview of fold change for microarray and qPCR of 25 genes.

**Table S3: Comparative overview of fold change for microarray and qPCR of 25 genes**

| Gene<br>name  | Systematic<br>name | Microarray |       |       | qPCR |      |       |
|---------------|--------------------|------------|-------|-------|------|------|-------|
|               |                    | Ssa2       | Ssa3  | Ssa4  | Ssa2 | Ssa3 | Ssa4  |
| <i>CBP6</i>   | YBR120C            | 1.39       | 1.94  | 2.14  | 1.71 | 1.65 | 2.24  |
| -             | YBR197C            | 0.44       | 0.62  | 0.60  | 0.75 | 0.86 | 0.88  |
| <i>ILV6</i>   | YCL009C            | 0.22       | 1.10  | 1.00  | 0.90 | 0.84 | 0.56  |
| <i>LYS20</i>  | YDL182W            | 0.26       | 1.64  | 2.46  | 1.09 | 0.97 | 2.21  |
| <i>GPI8</i>   | YDR331W            | 1.12       | 0.16  | 0.97  | 1.21 | 0.81 | 0.94  |
| <i>HXT7</i>   | YDR342C            | 2.76       | 6.15  | 1.51  | 2.12 | 1.79 | 3.37  |
| <i>ARO9</i>   | YHR137W            | 0.83       | 0.50  | 0.11  | 0.94 | 0.39 | 0.10  |
| <i>MIF2</i>   | YKL089W            | 1.12       | 0.08  | 1.13  | 1.34 | 0.72 | 0.61  |
| <i>YOX1</i>   | YML027W            | 1.30       | 0.56  | 0.23  | 0.50 | 0.41 | 0.39  |
| <i>CLN1</i>   | YMR199W            | 2.48       | 2.24  | 0.81  | 1.22 | 0.68 | 0.20  |
| <i>SCJ1</i>   | YMR214W            | 1.29       | 0.60  | 0.08  | 1.16 | 0.50 | 0.45  |
| <i>ADH2</i>   | YMR303C            | 0.21       | 0.38  | 0.04  | 0.14 | 0.22 | 0.02  |
| <i>HUF1</i>   | YNL108C            | 0.18       | 1.18  | 1.17  | 1.08 | 0.90 | 1.19  |
| <i>UBP10</i>  | YNL186W            | 1.07       | 0.28  | 1.03  | 0.97 | 0.78 | 0.78  |
| <i>TOS6</i>   | YNL300W            | 1.39       | 1.11  | 0.21  | 1.57 | 0.71 | 0.17  |
| -             | YNR014W            | 3.38       | 2.44  | 10.37 | 2.77 | 2.33 | 7.24  |
| -             | YOR387C            | 2.96       | 0.54  | 0.26  | 2.21 | 0.55 | 0.42  |
| <i>OYE3</i>   | YPL171C            | 3.31       | 3.31  | 12.45 | 6.11 | 6.00 | 32.87 |
| <i>CLN2</i>   | YPL256C            | 0.90       | 1.48  | 0.47  | 1.03 | 1.00 | 0.45  |
| <i>HXT1</i>   | YHR094C            | 2.69       | 3.05  | 16.90 | 0.55 | 0.65 | 1.07  |
| <i>MRPL6</i>  | YHR147C            | 9.81       | 13.31 | 11.98 | 2.13 | 2.03 | 2.18  |
| <i>ATG8</i>   | YBL078C            | 6.69       | 5.76  | 10.23 | 0.89 | 0.85 | 1.16  |
| <i>HSP31</i>  | YDR533C            | 6.64       | 5.55  | 14.08 | 1.48 | 1.73 | 2.13  |
| <i>VMA13</i>  | YPR036W            | 0.97       | 1.00  | 1.02  | 0.78 | 0.67 | 1.04  |
| <i>MSS116</i> | YDR194C            | 5.70       | 3.09  | 4.83  | 1.18 | 0.98 | 1.62  |

How the deposited data were processed for this re-analysis (not part of the article)

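The data are normalized intensities from 4 arrays, 1 for each yeast strain that expressed Ssa1, Ssa2, Ssa3 or Ssa4 as its sole source of Ssa, all of them [psi-]. RNA from several extractions was pooled before labelling, so each strain has 1 value per feature. The authors quantified the Cy5 intensity of each spot as the median of its foreground, kept spots above the background given by the blank spots, subtracted the mean background and normalized each array by its median. The deposited values are on a linear scale, with array medians between 200.4 and 201. Values ranged from 0.744 to 59202, and 8, 11, 14 and 18 features had no value on the Ssa1, Ssa2, Ssa3 and Ssa4 arrays. These steps were taken over as deposited and were not repeated.

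Ratios were formed between each strain and Ssa1 from the deposited values, without an offset and without a filter on low values. A feature was counted as induced above a ratio of 2 and as repressed below a ratio of 0.5, the threshold of the paper, and a feature without a value on an array was not counted there. With 1 array per strain no test was made. The counts are counts of features, of which 947 have a name from Table S2 by their values, and 12 of the 926 features past the threshold in at least 1 strain have none. Of the locus names, 936 are in the R64 gene table, which was used for names only. The genes named are those for which the paper's text reports a microarray result, the 25 genes of Table S3, SSA2, and for each strain the 3 genes with the highest and the 3 with the lowest ratio among features of at least 100 on both arrays. Of the genes this rule selects, 1 is not reported here. Other genes are marked as chosen after their values were seen.

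The alternatives set before the data were examined were equal array medians over the features with 4 values, quantile normalization, subtraction of a lowess curve (fraction 0.4), a 3-fold threshold, an offset of 50, a limit of 100 on at least 1 or on both arrays, missing values set to the lowest value of the array, and the median of the other 3 arrays as the reference. For the correlation with RT-qPCR they also were Spearman's rho, each strain on its own and leaving out the 2 genes farthest from the median. Added after the data were seen were rounding of the ratio to 2 decimals with rounded ratios of exactly 2 and 0.5 counted as past the threshold, the subtraction of the median log2 ratio of neighbouring features, a restriction to features whose neighbours had a median log2 ratio within 0.3 of 0, and the microarray ratios of Table S3 in place of the deposited intensities. Neighbours were defined on a grid of 32 blocks that the feature names imply and that the deposited data do not state. They are the features 1, 14 and 15 positions away in the same block, and at least 3 of these 6 had to have a value. The positions were picked after the correlation of the values was examined over a range of distances in the same data, so tests that use this grid are not independent of it. Of the 5794 features, 5752 have a place on the grid.

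The standard error of the correlation came from 1000 draws of genes with replacement. Block medians were subtracted from the log2 ratios in a further test. Shares among called features were set beside 1000 random sets of features matched on intensity in 20 groups, and arrays without shared changes were simulated 200 times within 10 groups of intensity. The counting was tested on simulated data, in which 200 of 200 changed features were recovered in each of the 3 comparisons with 0 false calls among 5771 features. The simulated changes were well past the threshold, and the simulated noise was narrower than the spread of the deposited ratios. The test therefore checks the counting only and says nothing about false calls in the deposited data. The planned median shifts of gene lists and of chromosomes were not calculated, since the named features are 16.3% of all features and were listed for their change. The planned average over features of the same gene was not needed, since each name has 1 feature. The SSA genes other than SSA2, HSP104 and ACT1 were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.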

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

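The tests of neighbouring features for the genes with opposite directions, with the subtraction of the neighbour median, were chosen only after the result was seen.

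In 10 features the ratio to Ssa1 was past 2-fold in opposite directions in different strains. They are YCL042W, GRE1, SSA2, PMU1, LYS20, ZPS1, GPM1, YGL258W, YBL113C and YOR387C, most of which are named because of these values. The difference between the strains was not tested, since each has a single array. For SSA2 the design accounts for the induction, as only the Ssa2 strain carries this gene. Its lower values in Ssa3 and Ssa4 than in Ssa1, 1.21 and 2.38 against 9.01, are signal without a target in strains that all lack SSA2, so they count as repressed by the threshold but are not read as a change. The paper's RT-qPCR values, which Table S3 gives without an error, cover YOR387C and LYS20. For YOR387C they are 2.21 in Ssa2 and 0.42 in Ssa4, past 2-fold in the same directions as the microarray ratios of 2.96 and 0.256. For LYS20 the value is 1.09 in Ssa2, where the microarray ratio was 0.259 and the neighbouring features had a median log2 ratio of -0.86, and 2.21 in Ssa4, where the microarray ratio was 2.46. For 6 of the 10 features, the neighbouring features on the implied grid had a median log2 ratio past 0.3 in the direction of at least 1 of the calls. All features would give 2.57 of 10 in the directions of these calls. The values argue against local signal for single calls, as for GPM1 in Ssa3, with a ratio of 2.91 and neighbours at 0.02, and for YCL042W in Ssa4, with a ratio of 0.228 and neighbours at 0.21, the other direction. With the neighbour median subtracted, and SSA2 set aside, LYS20, YGL258W and YOR387C stayed past 2-fold in both directions, 5 features in 1 direction, among them GPM1 and YCL042W, and YBL113C in neither. YGL258W had intensities below 20 on all 4 arrays. For the opposite directions of these last 6 features and of YGL258W, local signal and a difference between the strains cannot be told apart, since each strain has a single array and the subtraction left at least 1 of the calls short of the threshold or rests on low intensities. A biological difference between the strains remains open and untested.

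A feature without a name in the rows of Table S2 used here, SCS0390110, had an intensity of 91.9 on the Ssa1 array, 121 on the Ssa2 array, 166 on the Ssa3 array and 10024 on the Ssa4 array, a ratio of Ssa4 to Ssa1 of 109. The feature was not identified here. Its neighbouring features on the implied grid had a median log2 ratio of 0.0802 in the Ssa4 strain, which argues against a local gain of signal. Another unnamed feature, SCS0430804, had an intensity of 2145 on the Ssa1 array, 1.88 on the Ssa2 array and no value on the Ssa3 and Ssa4 arrays. Its neighbouring features had a median log2 ratio of -0.127 in the Ssa2 strain, which argues against a local loss of signal. A mislabelled array was not tested with these features. Each strain carries a single SSA gene, so by design that gene would be high on its own array alone, as SSA2 was. The values of both features have this form, on the Ssa4 and the Ssa1 array. Whether they are such genes cannot be told without their names. Another biological difference between the strains remains open and untested for them.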

How the results depend on the processing

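The alternatives that use neighbouring features, the rounding of the ratio and the microarray ratios of Table S3 were chosen only after the result was seen. No paired analysis was possible because each strain has a single array of pooled RNA.

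Equal array medians, quantile normalization, missing values at the lowest value and rounding left all 14 counts within 1.5 times their value. The 14 counts do not include the features shared by only a pair of strains. Features induced in Ssa2 and Ssa4 only rose from 13 to 24 after quantile normalization and 26 after lowess subtraction. With the neighbour median subtracted they were 24, and those induced in Ssa2 and Ssa3 only fell from 11 to 2. Over all alternatives, 105 values of the 14 counts stayed within 1.5 times and 63 did not. The counts below are given for Ssa2, Ssa3 and Ssa4 in this order.

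With a 3-fold threshold the induced features were 24, 26 and 82, those induced in 1 strain alone 8, 5 and 62, and those induced in all 3 strains 11. The repressed features were 24, 16 and 104, those in 1 strain alone 14, 13 and 93, and in all 3 strains 0. A stricter threshold lowers each total by construction. With an offset of 50 there were 39, 64 and 193 induced features, 7 and 18 in Ssa2 and Ssa3 alone and 18 in all 3 strains, and 37, 38 and 115 repressed features, 22, 28 and 93 alone and 3 in all 3 strains. An offset draws ratios of low intensities toward 1 by construction.

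With at least 100 on both arrays, 38 and 74 features were induced in Ssa2 and Ssa3, 9 and 23 in these alone and 20 in all 3 strains, and 38, 49 and 120 were repressed, 27, 36 and 99 alone and 3 in all 3 strains. With at least 100 on either array, 64 features were repressed in Ssa2 and 194 in Ssa4, and 35 and 153 in these alone. Both limits compare fewer features, 3750, 3735 and 3656 for the first of them. The median log2 ratio of Ssa4 over the features with at least 100 on both arrays was 0.13. The features repressed in Ssa2 and Ssa4 only were 47 in the deposited intensities, 30 after quantile normalization, 31 after lowess subtraction, 20 with the median of the other 3 arrays as reference, 12 with the offset, and 21 and 8 with at least 100 on either array and on both arrays. After lowess subtraction 50 features were repressed in Ssa2 alone, and the cause was not tested. The share of induced among all called features in Ssa2 was 35.9% in the deposited intensities, 49.5% after quantile normalization and 50.5% after lowess subtraction. In Ssa4 it was 41.9% in the deposited intensities, with more repressed than induced features, and the balance reversed to 64.3% (216 induced and 120 repressed) with at least 100 on both arrays, 57.7% with at least 100 on either array and 62.7% with the offset.

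With the median of the other 3 arrays as reference, 41 features were induced in Ssa2 and 121 in Ssa4, 37, 106 and 114 in 1 strain alone, and 0 were induced and 0 repressed in all 3 strains. That reference holds the other strains, so a change shared by the strains is removed by construction. For the same reason 9 ratios of single genes reversed with it: in Ssa2 OYE3 to 1.00, HXT1 to 0.883, MRPL6 to 0.819 and VMA13 to 0.999, and in Ssa3 ADH2 to 1.80, YNR014W to 0.722, ATG8 to 0.861, HSP31 to 0.837 and MSS116 to 0.640. Over all alternatives, 671 values of the 96 ratios of single genes kept their side of the threshold and 47 changed it without reversing. Not every alternative covers every ratio. The subtraction of the neighbour median enters these values only for genes named in the paper's text, where 15 kept their side and 3 changed it. Its effect on the ratios of the genes of Table S3 is not among them.

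With the neighbour median subtracted, 28 features were induced in Ssa2 alone, and 74 were repressed in Ssa3 and 32 in Ssa3 alone. Of the 112 features repressed in Ssa3, 39 were among the 74. Among features whose neighbours were within 0.3 of 0, 37, 76 and 186 were induced and 9 in all 3 strains, 42 and 248 were repressed in Ssa3 and Ssa4, 23 and 204 in these alone, and 3 in all 3 strains. This restriction compares only 4998, 4313 and 3803 features.

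The correlation with RT-qPCR stayed between 0.636 and 0.691 under the scalings, the lowess curve, the offset, both limits of intensity, Spearman's rho, the ratios of Table S3 and without the 2 farthest genes. It was 0.456 for Ssa2, 0.523 for Ssa3 and 0.782 for Ssa4 on their own, 0.737 with the neighbour median subtracted and 0.838 on the 38 values whose neighbours were within 0.3 of 0, and the cause was not tested by these settings.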

Differences from the paper's values

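Rounding of the ratio to 2 decimals and the subtraction of the neighbour median were chosen only after the result was seen.

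The deposited intensities gave 2 features repressed in Ssa2 and Ssa3 only, where the paper shows about 1 in Fig. 6, read by eye. Of the alternatives set before the data were examined, the 3-fold threshold and the limit of 100 on either array gave 1. The others gave 2 (equal array medians and missing values at the lowest value), 4 (quantile normalization and lowess subtraction) or 0 (the offset of 50, the limit of 100 on both arrays and the median of the other 3 arrays as reference).

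For CLN1 in the Ssa4 strain, the ratio from the deposited intensities was 1.41 and the paper's microarray ratio in Table S3 is 0.81. Of the alternatives set before the data were examined, only the offset of 50, at 1.08, came within 1.5 times the paper's value. Equal array medians, quantile normalization, lowess subtraction, missing values at the lowest value and the median of the other 3 arrays as reference did not, and the limits of 100 give no value for this gene. In the Ssa2 and Ssa3 strains the offset moved CLN1 away from the paper, to 1.35 and 1.46, beyond 1.5 times its values. The ratios from the deposited intensities there, 2.70 and 3.25, were within that limit. The paper's ratios for CLN1 in the Ssa2, Ssa3 and Ssa4 strains, 2.48, 2.24 and 0.81, equal those of exactly 1 feature of the deposited table after rounding, which is named FET3. FET3 is named because of this match.

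For VMA13, the ratios from the deposited intensities were 5.93, 8.02 and 5.94 in the Ssa2, Ssa3 and Ssa4 strains, and the paper's microarray ratios in Table S3 are 0.97, 1.00 and 1.02. Of the alternatives set before the data were examined, only the median of the other 3 arrays as reference, at 0.999, 1.35 and 1.00, came within 1.5 times the paper's values. Equal array medians, quantile normalization, lowess subtraction, the offset of 50, both limits of 100 and missing values at the lowest value did not. VMA13 was higher on the Ssa2, Ssa3 and Ssa4 arrays alike than on the Ssa1 array, so the median of the other 3 arrays gives ratios near 1 by construction and says nothing about the source of the difference. The paper's ratios for VMA13 equal those of 2 features of the deposited table after rounding.

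The other counts lay within 1.5 times the paper's. Rounding to 2 decimals, with rounded ratios of exactly 2 and 0.5 counted, was chosen after seeing the values and drops 7 of the 1195 listings of Table S2 used here. The counts are compared with the paper's by number only. Which genes pass the threshold is compared only for the listings of Table S2 used here. Rounding gave the paper's counts of 134 and 298 induced in Ssa3 and Ssa4, its 120 repressed in Ssa3, and its 47 induced and 79 repressed in Ssa3 alone. It missed others by 1 or 2: for Ssa2 it gave 79 induced and 148 repressed where the paper has 78 and 147, and 17 and 87 in Ssa2 alone where the paper has 16 and 86. For Ssa4 it gave 424 repressed where the paper has 426 and 338 in Ssa4 alone where the paper has 339, and it gave 12 repressed in all 3 strains where Fig. 6 shows 13. Without rounding the deposited intensities gave the 78 and the 16. Rounding also brought past the threshold 39 of the 46 listings that are not past 2-fold in the deposited intensities. Quantile normalization did so for 18 of them, lowess subtraction for 14, equal array medians for 8 and the median of the other 3 arrays as reference for 1. Subtraction of the neighbour median, chosen after seeing the values, did so for 15. The listings not past the threshold were 338 of the 1195 with quantile normalization, 359 with lowess subtraction, 53 with equal array medians, 593 with the median of the other 3 arrays as reference and 432 with the subtraction of the neighbour median. The median of the other 3 arrays as reference gave 86 features repressed in Ssa2 alone, equal in number to the paper's, but 106 repressed in Ssa2 in all where the paper has 147, and 76 of the 106 were among those of the deposited intensities. For the genes repressed in Ssa3 and Ssa4 only, rounding and the subtraction of the neighbour median both gave 27, as printed in Fig. 6. For the genes induced in Ssa3 and Ssa4 only, rounding gave 38, as printed there.

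Table S2 lists RNH203 as induced in Ssa4, where its ratio was 0.596 in the deposited intensities. This gene was chosen after its values were seen.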

Other observations

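Except for the first simulation of arrays without shared changes, for the comparison of the gap with features 1 or 2 columns apart, and for the subtraction of block medians, which was added after the patterns it concerns were known but before its own values were seen, the tests in this part were chosen only after the result was seen.

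Low values on a single array lay beside one another. On the 4 arrays, 46 features were lower by more than 1.5 on the log2 scale than the median of the other 3 arrays, which lay within 1.5 times of each other, and 8 were higher by as much. A feature next to these was taken as low when it was more than 1.5 times below the median of the other 3 arrays. Of the 59 features that are 4 columns from such a low feature in the order of the feature names, and adjacent to it on the implied grid, 52.5% were low on the same array. Of the 216 features 1 to 3 columns away, 9.26% were, which argues against an effect that follows the order of the names. A local loss of signal on an array is a candidate explanation. The grid was picked on the same data, and no biological explanation was tested.

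Called features lay beside features that moved the same way. Among features repressed in Ssa3, 60.6% had neighbours with a median log2 ratio past 0.3 in the same direction, where random sets of like intensity gave 4.59% to 22.9%. Among features induced in Ssa2 the share was 42.7%, where random sets gave 0% to 13.3%. It was 20.0% for Ssa2 repressed (random sets up to 19.3%), 35.0% for Ssa3 induced (up to 22.0%), 27.6% for Ssa4 repressed (up to 26.1%) and 20.6% for Ssa4 induced, which lay within the random sets (up to 23.4%). Whole blocks of the grid differed too. The standard deviation of the 32 block medians, taken over the log2 deviations of each array from the median of the other 3, was 0.08, 0.11, 0.19 and 0.08 on the Ssa1, Ssa2, Ssa3 and Ssa4 arrays, where 100 permutations gave at most 0.05, 0.04, 0.05 and 0.06. With the median log2 ratio of each block subtracted, the share was 23.9% for Ssa3 repressed (random sets up to 15.6%) and 38.7% for Ssa2 induced (up to 12.0%). A shift of whole blocks therefore goes with much of the share in Ssa3, but both shares stayed above every random set, which argues against it as the whole cause. Local signal shared by neighbouring spots may account for part of the calls in Ssa2 and Ssa3. A change of expression shared by neighbouring features was not tested and remains open.

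The gap between the microarray ratio and the paper's RT-qPCR ratio, as a difference of log2 values, rose with the median log2 ratio of the neighbouring features. Pearson's r across 75 values of 25 genes, which are not independent replicates, was 0.647 (0.469 to 0.781 on resampling the genes), and 0.72, 0.65 and 0.57 in Ssa2, Ssa3 and Ssa4. The RT-qPCR ratios themselves had an r of 0.01 with the neighbours. With block medians subtracted from the neighbours r was 0.651 (0.48 to 0.78), and with the block medians themselves it was 0.14 (-0.12 to 0.39), which argues against a shift of the whole block as the whole source of the gap. With features 1 or 2 columns apart r was -0.0365, which argues against the order of the names. The size of the gap had an r of -0.0371 with the mean log2 intensity (-0.29 to 0.25), which leaves low intensity open. On the 38 values with neighbours within 0.3 of 0 the correlation of both methods was 0.838, and 0.526 on the other 37. Local signal is a candidate explanation for part of the gap. Of the 32 gaps past 2-fold, 21 had neighbours past 0.3 in the direction of the gap, 8 had neighbours within 0.3 of 0 and 3 had neighbours past 0.3 in the other direction. Neighbours past 0.3 need not account for the size of a gap. For ILV6 in Ssa2 the gap was -2.02 and the neighbours were at -2.15, but for HXT1 in Ssa4 the gap was 3.98 and the neighbours were at 0.73. Local signal leaves the gaps of MRPL6 aside, whose neighbours had median log2 ratios of -0.19, -0.48 and 0.29 where its microarray ratios were 9.81, 13.3 and 12.0. It also leaves aside MSS116, with gaps of 1.66 in Ssa3 and 1.58 in Ssa4 and neighbours at -0.23 and -0.61, and HSP31 in Ssa4, with a gap of 2.72 and neighbours at 0.21. For MIF2 in the Ssa3 strain the neighbours had a median of -0.50, where its log2 ratio was -3.66.

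The 38 features induced in all 3 strains share the Ssa1 array as their reference. In the simulation that shuffled each array's own deviations the highest count was 46 for induction in all 3 strains and 21 for repression in all 3, but the shuffled Ssa1 deviations hold the features in question, so this decides nothing. With deviations drawn from the other 3 arrays the highest counts were 70 and 38. Those deviations gave on average 169 features induced in each strain, against 78, 129 and 296 observed in Ssa2, Ssa3 and Ssa4. They are too wide for Ssa2 and Ssa3 and too narrow for Ssa4, so they cannot decide either. From the arrays alone, a shared change and the Ssa1 array therefore cannot be told apart. RT-qPCR does not use the Ssa1 array and covers 8 of the 38 features. By the paper's values 3 of the 8 were past 2-fold in all 3 strains: OYE3 at 6.11, 6.00 and 32.87, YNR014W at 2.77, 2.33 and 7.24, and MRPL6 at 2.13, 2.03 and 2.18 in Ssa2, Ssa3 and Ssa4. The other 5, HXT1, ATG8, HSP31, VMA13 and MSS116, were not, with ATG8 at 0.89, 0.85 and 1.16. The authors chose these genes partly for their change and Table S3 gives no error, so the 8 do not stand for the other features. Of the 36 on the grid, 41.7% had neighbours with a median below -0.3 on the Ssa1 array, against 5.80% of all features, so a local loss of signal on the Ssa1 array may account for part of them. A biological difference of the Ssa1 strain from all others remains open for the features without RT-qPCR values. The RT-qPCR ratios are also taken to the Ssa1 strain. HSP31, not past 2-fold in all 3 strains, was still higher than in Ssa1 in each, at 1.48, 1.73 and 2.13. A smaller shared change therefore stays open for HSP31.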
